# Increased resistance to proteasome inhibitors in multiple myeloma mediated by cIAP2 - implications for a combinatorial treatment

**DOI:** 10.18632/oncotarget.4139

**Published:** 2015-05-14

**Authors:** Charlotte Fristedt Duvefelt, Susanne Lub, Prasoon Agarwal, Linda Arngården, Anna Hammarberg, Ken Maes, Els Van Valckenborgh, Karin Vanderkerken, Helena Jernberg Wiklund

**Keywords:** multiple myeloma, cellular inhibitor of apoptosis protein 2, proteasome inhibitors, drug resistance, antagonist of inhibitors of apoptosis proteins

## Abstract

Despite the introduction of new treatment options for multiple myeloma (MM), a majority of patients relapse due to the development of resistance. Unraveling new mechanisms underlying resistance could lead to identification of possible targets for combinatorial treatment. Using TRAF3 deleted/mutated MM cell lines, we evaluated the role of the cellular inhibitor of apoptosis 2 (cIAP2) in drug resistance and uncovered the plausible mechanisms underlying this resistance and possible strategies to overcome this by combinatorial treatment. In MM, cIAP2 is part of the gene signature of aberrant NF-κB signaling and is heterogeneously expressed amongst MM patients. In cIAP2 overexpressing cells a decreased sensitivity to the proteasome inhibitors bortezomib, MG132 and carfilzomib was observed. Gene expression analysis revealed that 440 genes were differentially expressed due to cIAP2 overexpression. Importantly, the data imply that cIAPs are rational targets for combinatorial treatment in the population of MM with deleted/mutated TRAF3. Indeed, we found that treatment with the IAP inhibitor AT-406 enhanced the anti-MM effect of bortezomib in the investigated cell lines. Taken together, our results show that cIAP2 is an important factor mediating bortezomib resistance in MM cells harboring TRAF3 deletion/mutation and therefore should be considered as a target for combinatorial treatment.

## INTRODUCTION

Multiple myeloma (MM) is a post-germinal center B-cell tumor characterized by an accumulation of malignant monoclonal plasma cells in the bone marrow. It is the second most prevalent hematological malignancy and accounts for approximately 1% of all cancers. The increased understanding of the biology of MM has led to the current improvements of treatment, such as the proteasome inhibitor bortezomib, prolonging survival greatly for MM patients [1-5] Thus, novel insights on possible underlying mechanisms for resistance are highly likely to benefit the development of yet novel and improved therapies to MM. A possible explanation for the failure to cure MM is the emergence of drug resistant clones. Different mechanisms have been suggested to lead to bortezomib resistance e.g. mutations and overexpression of the proteasome subunit PSMB5 [6], alterations in genes associated with stress response such as heat shock proteins [7], and up-regulation of cell survival pathways such as the IGF-1/IGF-1R axis [8].

Important mechanisms underlying insensitivity to therapy are genetic alterations in major key signaling pathways. In MM, a constitutive NF-κB activation, as demonstrated by an activated gene signature promotes tumor cell survival and proliferation [9-11]. cIAP2, a member of the inhibitor of apoptosis proteins (IAP) is part of this gene signature. IAPs are frequently found altered in human malignancies, including hematological tumors, leading to aberrant apoptosis-signaling pathways. These alterations are often associated with chemoresistance, disease progression and poor patient prognosis [12-14]. Eight human homologues of IAPs have so far been identified and all contain one to three baculovirus IAP repeat (BIR) motifs [15] that allow them to bind to and inhibit caspases. XIAP (X-chromosome linked IAP) is best characterized and a prominent inhibitor of caspase activation [14, 16]. However, not all homologues of the IAP family have been convincingly shown to exert the anti-apoptotic effect by direct binding and sequestering of caspase activity [17].

The IAP homologues are also important regulators of the NF-κB pathway. The NF-κB transcription factor family consist of five subunits (p50/NF-κB1, p52/NF-κB2, p65, c-Rel and RelB) which dimerize into hetero- and homo-dimeric complexes and are held in the cytoplasm by the inhibitors of NF-κBs (IκBs) [18]. There are two distinct NF-κB activation pathways, the canonical and the non-canonical NF-κB pathway [19, 20]. In the canonical pathway the inhibitor of IκB kinase β (IKKβ) phosphorylates the IκBs leading to proteasomal degradation, and accumulation of p50/p65 and c-rel/p65 in the nucleus [9, 21, 22]. In the non-canonical pathway IKKα is activated by NF-κB inducing kinase (NIK). The activated IKKα phosphorylates NF-κB2 and proteasomal removal of an inhibitory C-terminal IκB-δ domain, resulting in accumulation of p52/RelB in the nucleus [23]. cIAP1/cIAP2 play an important role in both the canonical and non-canonical NF-κB pathway. In the canonical pathway cIAP1/2 are positive regulators of TNFα mediated activation, while in the non-canonical NF-κB pathway, cIAP1/2, TRAF2 and TRAF3 have repressive roles by promoting the ubiquitination and degradation of NIK [14]. Genetic lesions in the non-canonical pathway leading to uncontrolled NF-κB activation appear in approximately 20% of MM patients [9, 14, 24]. Among these, the loss of functional TRAF3 is the most common gene deleted/mutated [9]. Importantly, MM harboring inactivated TRAF3 and a hyperactivated NF-κB signature e.g. high expression of genes that are involved in NF-κB signaling, are associated to initial good response to proteasome inhibitors [24, 25]. In this study we aimed at exploring the role of cIAP2 in emerging drug resistance in MM cells. We focused on the human MM cell lines harboring TRAF3 deletion/mutation (LP-1 and ANBL-6). LP-1 lack the entire MATH domain that is crucial for interaction with NIK and ANBL-6 has a mutation causing production of a protein with a disrupted MATH domain [9].

Since IAPs can block apoptosis-signaling pathways, promote survival and are likely candidates for drug resistance, the IAP proteins are currently considered as promising molecular targets for therapy [26]. In this paper, we have identified an important role of cIAP2 as a regulator of sensitivity of MM cells to proteasome inhibitors in the subgroup with TRAF3 mutation/deletion. Moreover, the IAP inhibitor AT-406 sensitized the MM cells to bortezomib treatment, thereby providing a rationale for a potential therapeutic use of the IAP inhibitor AT-406 in combination with proteasome inhibitors.

## RESULTS

### Overexpressing cIAP2 in TRAF3 deleted/mutated MM cell lines leads to drug tolerance selectively towards proteasome inhibitors

The expression of cIAP1 and cIAP2 was analyzed in a cohort of MM patients and in bone marrow plasma cells from healthy donors, MGUS and smoldering patients (Figure 1). For cIAP2 no significant differences were observed between the groups, while cIAP1 expression was increased in MM patients compared to normal and MGUS plasma cells. Furthermore, we observed that the level of cIAP2 expression was heterogeneous amongst MM patients while cIAP1 is more homogeneously expressed. The basal cIAP2 expression was similar in LP-1 and ANBL-6, as analyzed by qRT-PCR (Supplementary Figure 2). LP-1 cells overexpressing cIAP2 were generated by lentiviral transduction using pIRES2-cIAP2-eGFP vector (LP-1-cIAP2-eGFP) and pIRES2-eGFP vector (control). The increase in cIAP2 expression was verified both on mRNA and protein level (Supplementary Figure 3). To evaluate whether cIAP2 overexpression had an effect on drug resistance the cells were exposed to a panel of different drugs including the mTOR inhibitor (rapamycin), all-trans retinoic acid (atra), 17-AAG/geldanamycin (data not shown), Parthenolide, Melphalan, the histone deacetylase inhibitor suberoylanilide hydroxamic acid (SAHA), (Supplementary Figure 4) and three proteasome inhibitors. The LP-1-cIAP2-eGFP cells showed a selective tolerance to proteasome inhibitors, bortezomib (Figure 2A), MG132 (Figure 2B) or carfilzomib (Figure 2C) as compared to control.

**Figure 1:**
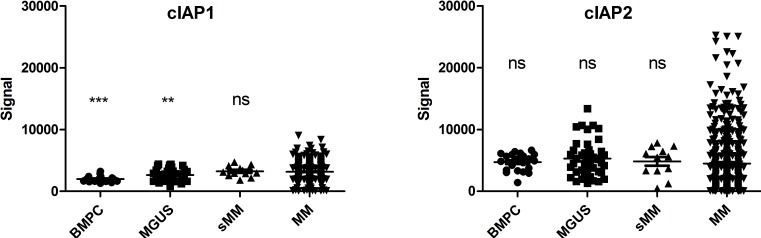
cIAP1 and cIAP2 expression in MM patients cIAP1 and cIAP2 expression in bone marrow plasma cells from healthy donors (*n* = 22), MGUS (*n* = 44), smoldering MM (*n* = 12) and MM patients (n = 414). *** and ** indicate respectively *p* < 0.0001 and *p* < 0.01 compared to MM patients.

**Figure 2:**
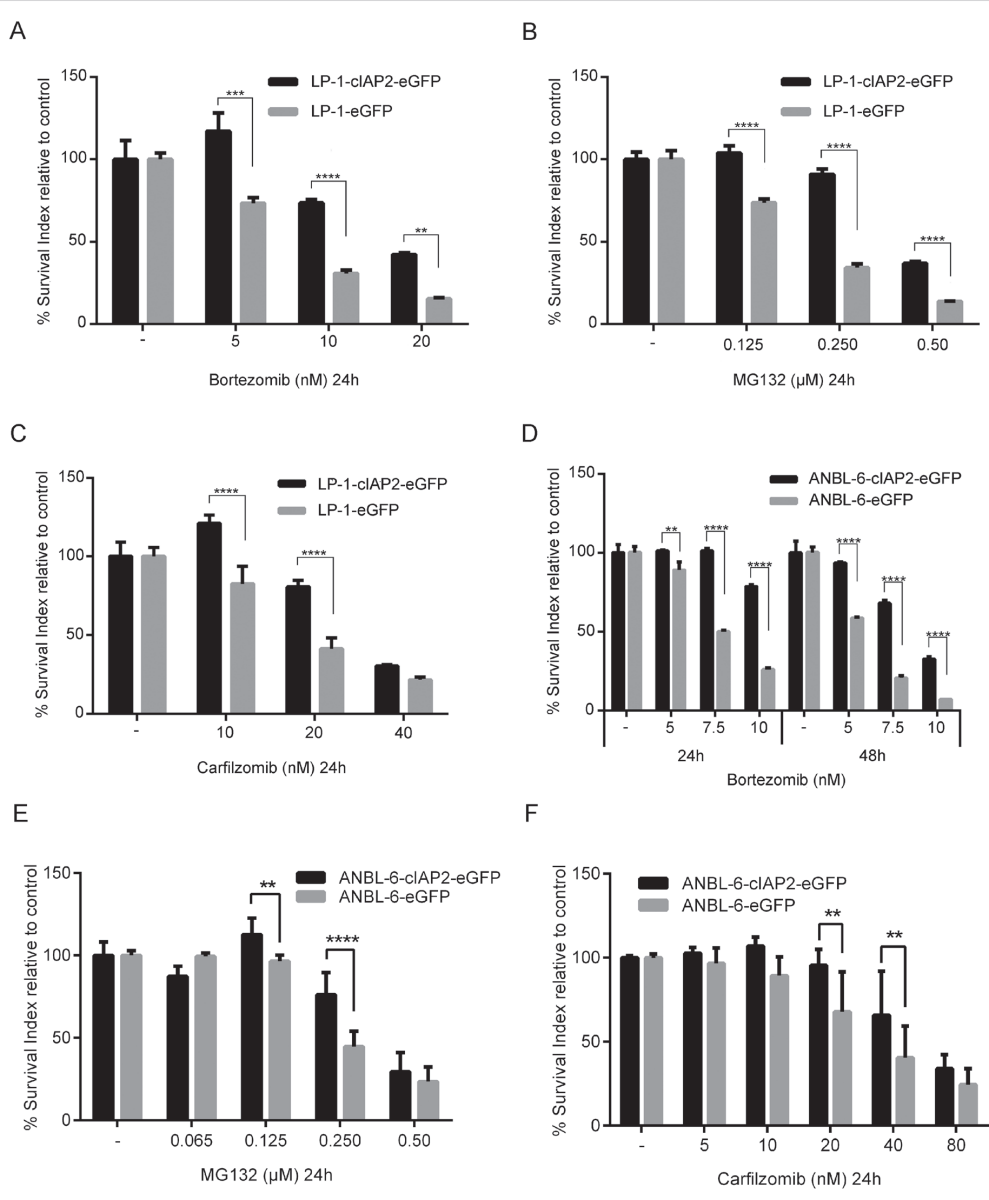
cIAP2 overexpression leads to tolerance against proteasome inhibitors in the TRAF3 mutated/deleted MM cell lines LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells were incubated for 24 hours with indicated concentrations of bortezomib **A.** MG132 **B.** or carfilzomib **C.** followed by resazurin assay. ANBL-6-cIAP2-eFP and control (ANBL-6-eGFP) cells were incubated 24 and 48 hours with different concentrations of bortezomib followed by resazurin assay **D.** or 24 hours with different concentrations of MG132 **E.** or carfilzomib **F.** Three experiments were performed in triplicates and one representative is shown (A-D) whereby data are presented as mean ± SD or results are presented as mean ± SD from three biological experiments (E-F). (*indicates *p* ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001).

To confirm these results we transduced the ANBL-6 cell line with the same vectors and treated them with bortezomib (Figure 2D), MG132 (Figure 2E) or carfilzomib (Figure 2F). Similarly to the results using the LP-1 cell line, we found that ANBL-6-cIAP2-eGFP cells were more tolerant to proteasome inhibitors compared to ANBL-6-eGFP (control).

### cIAP2 binds to caspases and its overexpression reduces caspase activation

We first determined the effect on apoptosis of bortezomib treatment in the LP-1-cIAP2-eGFP cells. We found a significantly lower amount of apoptotic cells in the LP-1-cIAP2-eGFP cells as compared to control (Figure 3A).

**Figure 3:**
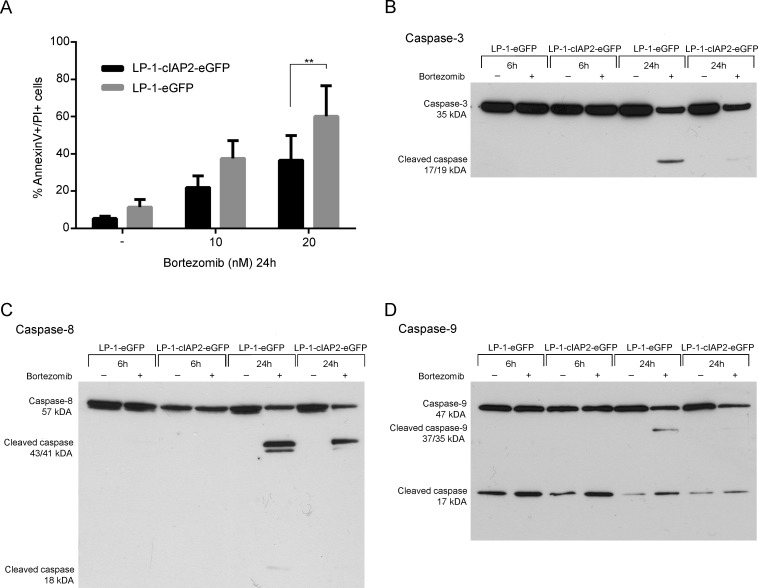
cIAP2 overexpression decreases the amount of apoptotic cells and reduces activation of caspases compared to the control **A.** LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells were incubated with 10 and 20nM bortezomib for 24 hours followed by Annexin V/PI staining and flow cytometry analysis. Result is presented as mean percentage apoptotic and late apoptotic/necrotic cells ±SD (*n* = 4). (B-D) LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells were incubated with 20nM bortezomib for 6 and 24 hours. Cells were harvested and protein extracts were prepared and analyzed by western blot using antibodies specific for caspase-3 **B.**, caspase-8 **C.** and caspase-9 **D.** One representative result is shown from three independent experiments. (*indicates *p* ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001).

Next, the effect of cIAP2 overexpression on caspase activation was examined. The results show reduced activation of caspase-3, -8 and -9 in the LP-1-cIAP2-eGFP cells as compared to control when treated with bortezomib (Figure 3B-3D). The proximity ligation assay (PLA), enables the analysis of direct protein-protein binding and was used to determine the interaction of cIAP2 to caspases at cellular level. An increased number of interactions between cIAP2 and caspases upon bortezomib treatment in the LP-1-cIAP2-eGFP was observed, illustrated as green dots (PLA signals) (Figure 4A, 4C and 4E). The quantification of the PLA signals between caspase-3 and cIAP2 demonstrated that this interaction significantly increased in LP-1-cIAP2-eGFP cells when treated with bortezomib (Figure 4Ai, 4Aii and 4B) while for the control no significant change was seen (Figure 4Aiii, 4Aiiii and 4B). The interaction between cIAP2 and caspase-8 was also significantly increased in the LP-1-cIAP2-eGFP cells when treated with bortezomib (Figure 4Ci, 4Cii and 4D) but not in the control (Figure 4Ciii, 4Ciiii and 4D). In contrast, the interactions between cIAP2 and caspase-9 was neither significantly increased in the LP-1-cIAP2-eGFP cells (Figure 4Ei, 4Eii and 4F) nor in control cells (Figure 4Eiii, 4Eiiii and 4F) upon bortezomib treatment.

**Figure 4:**
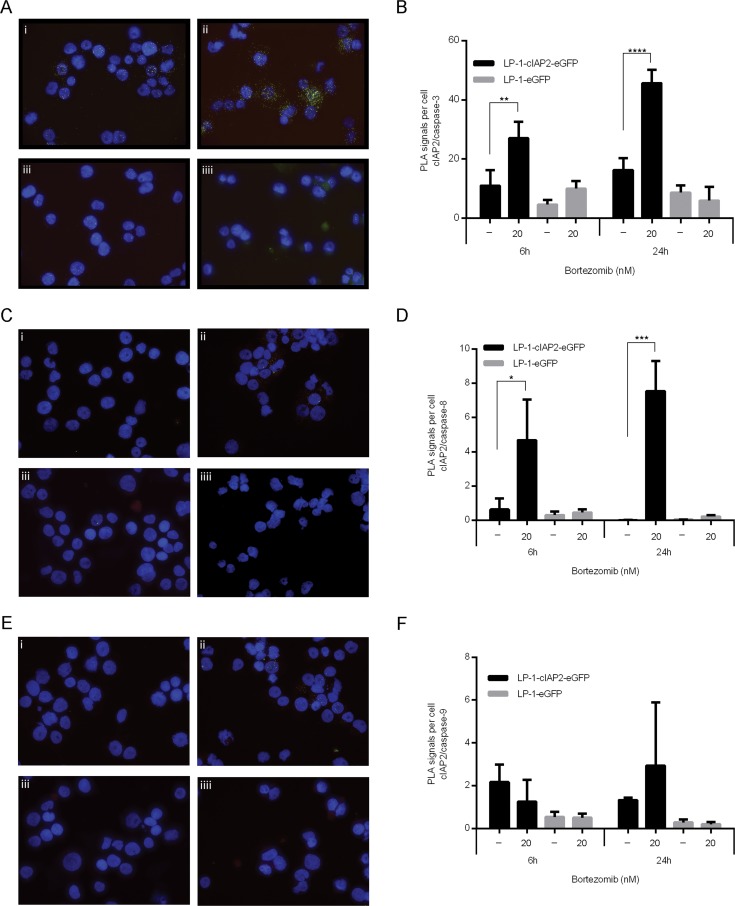
cIAP2 interacts with caspases LP-1-cIAP2-eGFP and control (LP-1-eFP) cells were incubated with 20nM bortezomib for 6 and 24 hours. After 24 hours, the interaction between cIAP2 and caspase-3 **A.**, caspase-8 **C.** or caspase-9 **E.** was assessed by *in situ* PLA (shown as green dots). i = LP-1-cIAP2-eGFP untreated, ii = LP-1-cIAP2-eGFP treated with 20nM bortezomib, iii = control (LP-1-eGFP) untreated and iiii = control (LP-1-eGFP) treated with 20nM bortezomib. One representative image out of three is shown (*n* = 2). The number of PLA signals per cell was quantified with caspase-3 **B.**, caspase-8 **D.** and caspase-9 **F.** both after 6 and 24 hours. One representative result is shown (*n* = 2) and presented as mean signals per cell ±SD. (*indicates *p* ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001).

### cIAP2 stabilizes the p105/p50 complex in the canonical NF-κB pathway

Since cIAP2 is an important regulator of the NF-κB pathway, subcellular localization and levels of canonical (p105, p50, p65) and non-canonical pathway proteins (p100, p52) was analyzed by western blot in nuclear and cytoplasmic extracts from LP-1-cIAP2-eGFP and control cells treated with bortezomib. We found elevated levels of p105 and p50 in the nuclear (Figure 5A) and cytoplasmic (Figure 5B) fractions in the LP-1-cIAP2-eGFP cells when treated with bortezomib compared to control. No alteration or subcellular localization of the non-canonical pathway proteins, p100 and p52 was seen in the LP-1-cIAP2-eGFP or in the control cells when treated with bortezomib (Figure 5C-5D).

**Figure 5:**
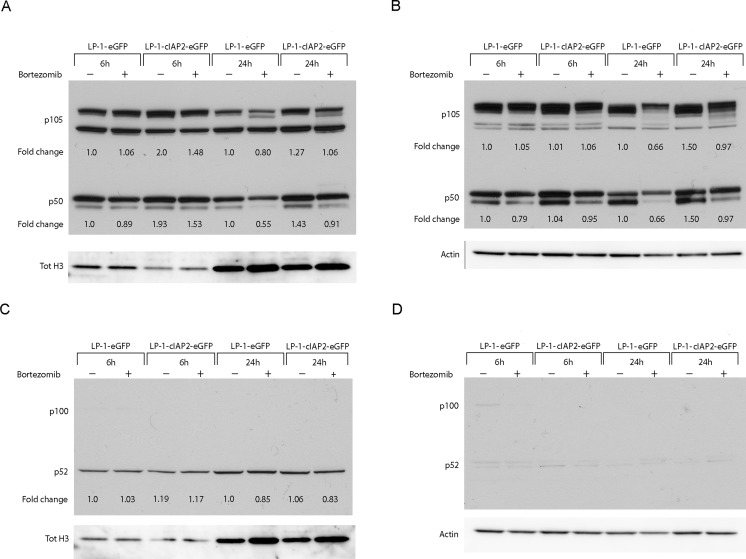
cIAP2 affects the canonical NF-κB pathway through stabilization of p105 and p50 LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells were incubated with 20nM bortezomib for 6 and 24 hours. Nuclear and cytoplasmic extracts were prepared. **A.** and **C.** Western blot analysis of the nuclear extract was performed using the indicated antibodies. **B.** and **D.** Western blot analysis of the cytoplasmic extract was performed using the indicated antibodies. One representative result is shown from three independent experiments. Fold change was calculated between the protein of interest and loading control (tot H3 or actin) and then normalized to the untreated control (LP-1-eGFP).

### The molecular mechanisms underlying the effects of cIAP2 overexpression

To evaluate the molecular mechanisms underlying the effects of cIAP2 overexpression, a gene expression microarray was performed on 6 and 24 hours bortezomib treated LP-1-cIAP2-eGFP and control cells. 

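RNA from LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells was hybridized to Agilent SurePrint G3 Human arrays in a single colour. LP-1 is a human multiple myeloma cell line, and both lines had been transduced with a lentiviral vector and sorted for eGFP. The cells were left untreated or incubated with 10 nM bortezomib, and RNA was collected at 6 h and at 24 h. The resulting 8 conditions had 2 biological replicates each, so that 16 arrays were analysed, and this number limits the precision. Each array held 58717 spots of 50599 gene probes. The scanner software's background-corrected signal of each spot was used, which is not normalized between arrays. Spots that the software had marked as outliers were left out, the spots of each probe were averaged on the log2 scale, and the arrays were quantile normalized. Probes were tested when they lay well above background, by the software's own test, on both arrays of at least 1 condition, which left 33731 probes. A gene symbol was matched through the RefSeq accession for 28174 gene probes, or 55.7%. Each condition was given its own mean in limma, with the spread between replicates shared over the 8 conditions and moderated across probes. Differences are given as log2 fold changes with standard errors, and p-values are adjusted by the Benjamini-Hochberg method unless stated otherwise.
The log2 median signal of the gene spots was between 5.73 and 6.58 on the LP-1-eGFP arrays. It was between 5.96 and 6.64 on 7 of the LP-1-cIAP2-eGFP arrays and 3.18 on the remaining one, replicate 1 of the cells treated with bortezomib for 24 h. The share of gene spots well above background was 35.5% on that array and between 49.0% and 71.1% on the other 15. After normalization, the difference between the replicates of that condition had an SD of 1.48 across probes, against 0.495 to 0.773 for the other 7 conditions. The arrays came from 2 slides of 8, with 6 of the LP-1-cIAP2-eGFP arrays and 2 of the LP-1-eGFP arrays on slide 1. Both LP-1-cIAP2-eGFP arrays of bortezomib at 24 h were on slide 1. With bortezomib at 6 h, both LP-1-cIAP2-eGFP arrays were on slide 1 and both LP-1-eGFP arrays on slide 2. Within that condition the line and the slide are therefore the same variable. No array had more than 1 saturated gene spot.

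**Figure D1:**
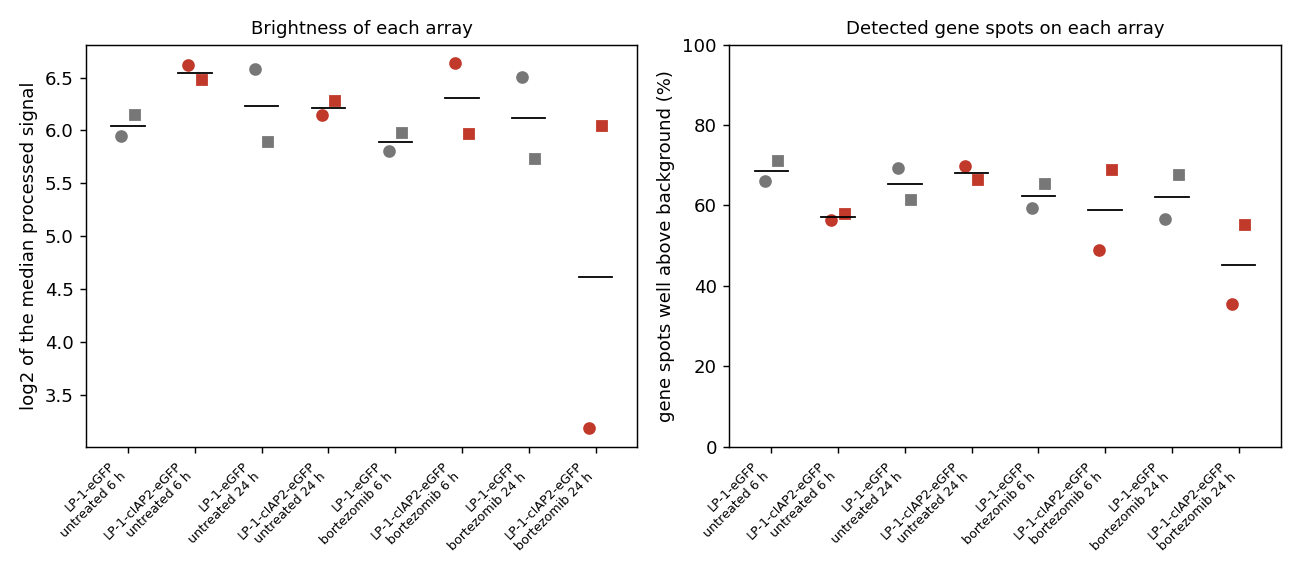
Signal on each of the 16 arrays before normalization, by condition. Left, log2 of the median background-corrected signal of the gene spots. Right, percentage of gene spots well above background. Grey, LP-1-eGFP. Red, LP-1-cIAP2-eGFP. Circles are replicate 1, squares are replicate 2, and black lines are the mean of the pair. Replicate 1 of LP-1-cIAP2-eGFP with bortezomib for 24 h sits at 3.18 and 35.5%, below the other arrays in both panels.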

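In the 3-way analysis, the effect of cIAP2 averaged over treatment and time was tested with limma, and probes with an adjusted p under 0.001 and more than 2-fold between the untreated lines were called. This called 799 probes, which carry 612 gene symbols. Expression in LP-1-cIAP2-eGFP was higher than in the control for 205 of them and lower for 594. In the second analysis, limma compared the arrays of the lines as 2 groups without treatment or time in the model, and probes with an unadjusted p under 0.005 and more than 2-fold were called. It called 1194 probes with 834 symbols, of which 240 were higher and 954 lower. The counts were smallest when only probes well above background on all 16 arrays were tested, at 384 probes in the 3-way analysis and 316 in the 2-group comparison. With each array left out in turn, the 3-way count was between 576 and 1067 and the 2-group count between 1090 and 1324.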

The in-depth analyses revealed 1310 genes to be differentially regulated using the 3-way ANOVA and 757 genes when using the moderated t-test. In LP-1-cIAP2-eGFP versus control, 440 genes were found to be commonly regulated in both analyses. 

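Both analyses called 664 probes in the same direction, with 508 gene symbols. Of these, 147 were higher and 517 lower in LP-1-cIAP2-eGFP, and 135 further probes were called by the 3-way analysis alone and 530 by the 2-group comparison alone. For 657 of the shared probes the difference had the same direction untreated and with bortezomib, at 6 h and at 24 h. For 594, every LP-1-cIAP2-eGFP array lay beyond every LP-1-eGFP array within each of these 4 conditions, which chance would give for 0.0772% of probes in a given direction, a share for unselected probes, whereas these had been chosen for their difference on the same arrays. Shared probes were not well above background on any LP-1-cIAP2-eGFP array in 73 cases and on any LP-1-eGFP array in 9. With the slide as a block the count was 374.
EMC10 had the largest rise among the probes with a symbol that separated the lines in this way. Its normalized log2 signal was 12.65 ± 0.03 (SD, n = 4, here and below 2 replicates at each of 6 h and 24 h) in untreated LP-1-cIAP2-eGFP and 4.34 ± 1.39 (SD, n = 4) in untreated control, a log2 fold change of 8.31 (standard error 0.615, adjusted p = 3.96e-05, limma). It was well above background on 2 of the 4 untreated control arrays. SLAMF7 rose by 6.16 (standard error 0.211, adjusted p = 5.07e-07) with the same number of control arrays above background, and RBM47 by 6.10 (standard error 0.300, adjusted p = 2.93e-06). Each line was made once, so the SDs and p-values measure spread between arrays and not between transductions. EVI2B was not detected on any untreated control array and was at least 24.2-fold higher in LP-1-cIAP2-eGFP. Such bounds are nominal, as they start from the lowest detected signal of each array, which an undetected probe can exceed. FGR had the largest fall and was not detected on any LP-1-cIAP2-eGFP array. Its log2 signal was 13.55 ± 0.22 (SD, n = 4) in untreated control cells, which makes it at least 483-fold lower in untreated LP-1-cIAP2-eGFP. MLC1 had a log2 fold change of -8.08 (standard error 0.461, adjusted p = 7.68e-06), SELENOP of -7.26 (standard error 0.322, adjusted p = 1.75e-06) and CBX2 of -6.04 (adjusted p = 6.91e-04). These genes were well above background on 2, 1 and 3 of the 4 untreated LP-1-cIAP2-eGFP arrays, respectively. EMC10, RBM47 and CBX2 each had a second tested probe that was not called, with log2 fold changes of 1.18, 2.34 and 0.37 averaged over treatment and time.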

The above obtained list of 440 differentially regulated genes was then subjected to hierarchical clustering (Figure 6A) to make a direct interaction network map using the NLP (Natural Language Processing) in GeneSpring 12.6.1 (Supplementary Figure 5). 

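Clustering of the arrays on the shared probes, with Euclidean distance and average linkage, placed all 8 LP-1-cIAP2-eGFP arrays in a cluster that held no LP-1-eGFP array. The probes had been chosen for their difference between the lines, so this division follows from the choice. The median log2 fold change of the probes higher in LP-1-cIAP2-eGFP was 1.64 in untreated cells and 1.55 after bortezomib for 24 h. For the lower probes the medians were -2.05 and -1.88. A different response of the lines to bortezomib at 24 h (adjusted p under 0.05) was found for 7 of these probes.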

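IGF1, ESR2 and PSAT1 were called higher in LP-1-cIAP2-eGFP by both analyses. The log2 signal of IGF1 was 7.89 ± 0.24 (SD, n = 4) in untreated LP-1-cIAP2-eGFP and 6.47 ± 0.22 (SD, n = 4) in untreated control cells. Averaged over treatment and time, its log2 fold change was 1.57 (standard error 0.085, adjusted p = 2.29e-06, limma). ESR2 was not well above background on any of the 8 LP-1-eGFP arrays and was at least 5.14-fold higher in untreated LP-1-cIAP2-eGFP, where it was well above background on all 4 arrays, and on 6 of all 8 arrays of the line. PSAT1 was likewise undetected on the LP-1-eGFP arrays and was at least 36.1-fold higher on its brighter probe. TCEAL1 had an averaged log2 fold change of 0.93 (standard error 0.077, adjusted p = 3.29e-05) and CD44 of 0.90 (standard error 0.076, adjusted p = 3.77e-05). Both lay below the 2-fold limit and were not called, and the second CD44 probe had 0.56. All 5 genes had an adjusted p under 0.001 on their brightest probe, over all probes tested and also adjusted over the list alone. The genes had been chosen by the study on these arrays, so neither count is independent evidence.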

Up-regulated genes that were found to have maximum interacting partners in the LP-1-cIAP2-eGFP compared to the control were IGF1, ESR2, PSAT1, TCEAL1 and CD44. 

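FAS, ICAM1, FSCN1, IRF1, RUNX1 and PROS1 were called lower in LP-1-cIAP2-eGFP by both analyses, and BCL2L1 and CALM3 were not. FAS is measured by 3 probes, all of them called, with averaged log2 fold changes from -1.90 to -1.76. ICAM1 had -1.38 (standard error 0.072, adjusted p = 1.70e-06) and IRF1 -1.37 (standard error 0.110, adjusted p = 2.79e-05). FSCN1 had -2.42 (standard error 0.241, adjusted p = 1.12e-04), and with the slide as a block it no longer passed the adjusted p of 0.001. The brightest RUNX1 probe had -1.60 and 2 of its 4 tested probes were called, while another had 0.03. The brightest PROS1 probe had -1.34, and 2 of its 3 tested probes were called. BCL2L1 was called by the 3-way analysis but not by the 2-group comparison. Its log2 fold change between the untreated lines was -1.09 (standard error 0.128, adjusted p = 6.91e-04), and it was called by both without either of the LP-1-eGFP arrays of bortezomib at 24 h. The brightest CALM3 probe had -0.24 (adjusted p = 0.246) and the other -0.94 (adjusted p = 1.32e-04), below 2-fold.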

In the same manner, down-regulated genes were FAS, ICAM1, CALM3, BCL2L1, FSCN1, IRF1, RUNX1, PROS1 and STAT1. From the generated 440 list we found 12 target genes of the NF-κB pathway to be down-regulated in LP-1-cIAP2-eGFP versus control (Figure 6B). 

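Of the 12 genes shown in Fig. 6B, 11 had at least 1 probe called lower in LP-1-cIAP2-eGFP by both analyses, and all 12 had one called by the 3-way analysis. The median log2 fold change of their brightest probes was -1.50. On these probes the adjusted p was under 0.001 for 10 genes over all probes tested and for 11 adjusted over the list alone. Neither count is independent evidence, since the study chose the genes on these arrays. The number called by both fell to 9 without any one of the 4 untreated arrays at 24 h, replicate 1 of untreated LP-1-eGFP at 6 h, or replicate 1 of LP-1-cIAP2-eGFP with bortezomib at 6 h, and to 7 when only probes well above background on all arrays were tested. From all its results up to this point, the paper proposes that cIAP2 may be a target to combine with proteasome inhibitors. Those results include its drug tolerance, apoptosis, caspase and NF-κB protein experiments.

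**Figure D2:**
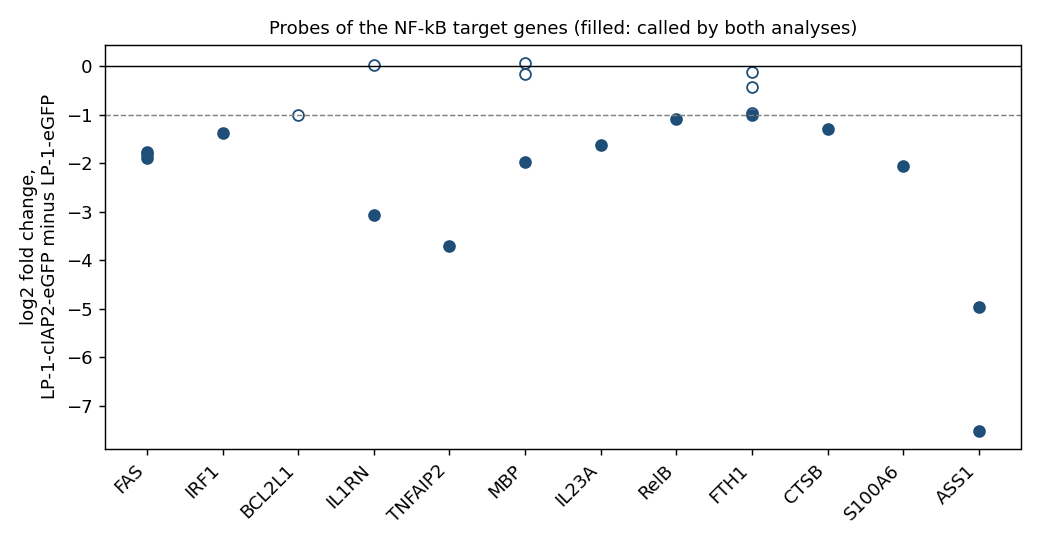
Log2 fold change, LP-1-cIAP2-eGFP minus LP-1-eGFP, averaged over treatment and time, for each tested probe of the 12 NF-κB target genes. Filled points were called lower by both analyses. The dashed line marks a fold change of 2. Probes of IL1RN, MBP and FTH1 differ from each other, with an IL1RN probe at 0.02 and a second at -3.07.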

Several of the NF-κB target genes were also found in the interaction map (e.g. FAS, IRF1 and BCL2L1). 

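ASS1 had the largest fall among IL1RN, TNFAIP2, MBP, IL23A, RELB, FTH1, CTSB, S100A6 and ASS1. It was undetected on all 8 LP-1-cIAP2-eGFP arrays and was at least 65.3-fold lower in untreated LP-1-cIAP2-eGFP, and its second probe had an averaged log2 fold change of -4.97. TNFAIP2 was also undetected in LP-1-cIAP2-eGFP and was at least 8.76-fold lower. S100A6 had a log2 fold change of -2.06 (standard error 0.133, adjusted p = 7.42e-06), IL23A of -1.63 (standard error 0.112, adjusted p = 1.10e-05) and CTSB of -1.30 (standard error 0.064, adjusted p = 1.11e-06). RELB had -1.09 (standard error 0.072, adjusted p = 8.71e-06). For MBP the brightest probe had -1.97 (adjusted p = 4.98e-05) and was not past the adjusted p of 0.001 with the slide as a block, while its other tested probes had 0.06 and -0.17. The IL1RN probe with the highest signal did not differ between the lines (adjusted p = 0.975), whereas the other was called lower (adjusted p = 8.87e-06). The brightest of 4 FTH1 probes had -0.43 (adjusted p = 0.00206), and 1 of the 4 was called by both analyses, at -1.02.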

Other genes that were down-regulated in LP-1-cIAP2-eGFP were IL1RN, TNFAIP2, MBP, IL23A, RelB, FTH1, CTSB, S100A6 and ASS1.

**Figure 6:**
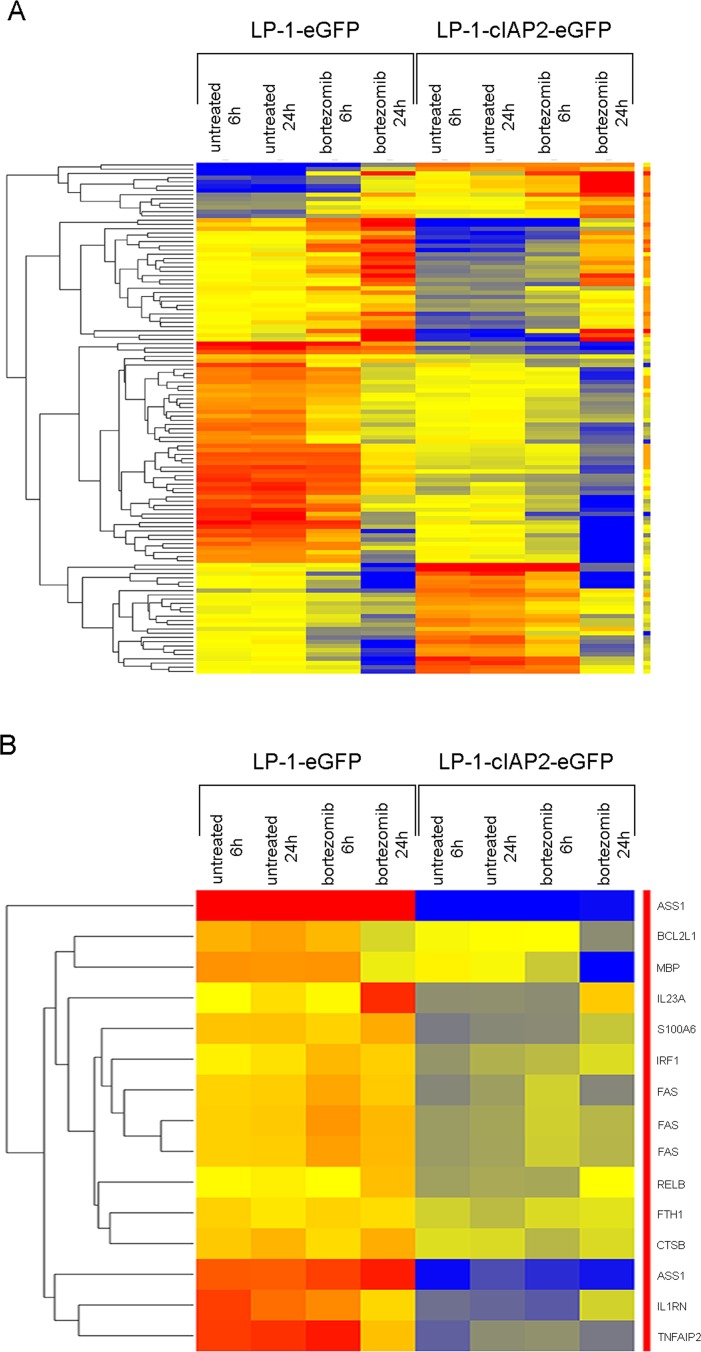
Molecular analysis of cIAP2 overexpression and bortezomib treatment **A.** Hierarchical clustering of 440 genes differentially regulated between LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells. Red color is for up-regulated genes, blue color is for down-regulated genes and yellow color is for unregulated genes. **B.** Hierarchical clustering of NF-κB target genes, from the 440 gene list, that are differentially regulated between LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells. Red color is for up-regulated genes, blue color is for down-regulated genes and yellow color is for unregulated genes.

### Pharmacological inhibition of IAPs leads to an increased sensitivity to bortezomib

The above results indicate that cIAP2 may constitute an important potential therapeutic target for combinatorial use with proteasome inhibitors. To investigate potential of this combination in MM, the IAP antagonist AT-406 which binds to cIAP1, cIAP2 and XIAP with high affinities was used. The LP-1 and ANBL-6 cells were pre-treated with AT-406 (1 and 10μM) for 1, 4, 24 and 48 hours, since the proteasome is needed for the degradation of cIAPs, followed by bortezomib treatment. A down-regulation of the expression of the cIAP1 and cIAP2 protein was found with the most pronounced effect after 4 hours in both cell lines (Figure 7A). Therefore, the LP-1 and ANBL-6 cells were pre-treated for 4 hours with 1 and 10μM AT-406 followed by bortezomib treatment for 24 hours. This resulted in a significant reduction in viability as compared to treatment with bortezomib alone (Figure 7B-7C). This was confirmed in the MM cell line (U266), harboring a TRAF3 mutation, and in the MM cell line (JJN3), with no TRAF3 mutation, but a NIK mutation, both cell lines dependent on the canonical pathway. The RPMI 8226 also harbors a TRAF3 mutation, although less dependent on the canonical pathway. This is also reflected by no significant effects of the combination of bortezomib and AT406 in this cell line. The OPM-2 cell line that does not harbor a TRAF3 mutation is sensitive to bortezomib but does not show enhanced apoptosis when combined with AT-406 (Supplementary Figure 6). To further confirm these results we examined the effect of the combination on apoptosis and found a significantly higher amount of apoptotic cells when combining AT-406 with either bortezomib (Figure 7D-7E) or the more novel proteasome inhibitor carfilzomib (Supplementary Figure 7) compared to single treatments.

**Figure 7:**
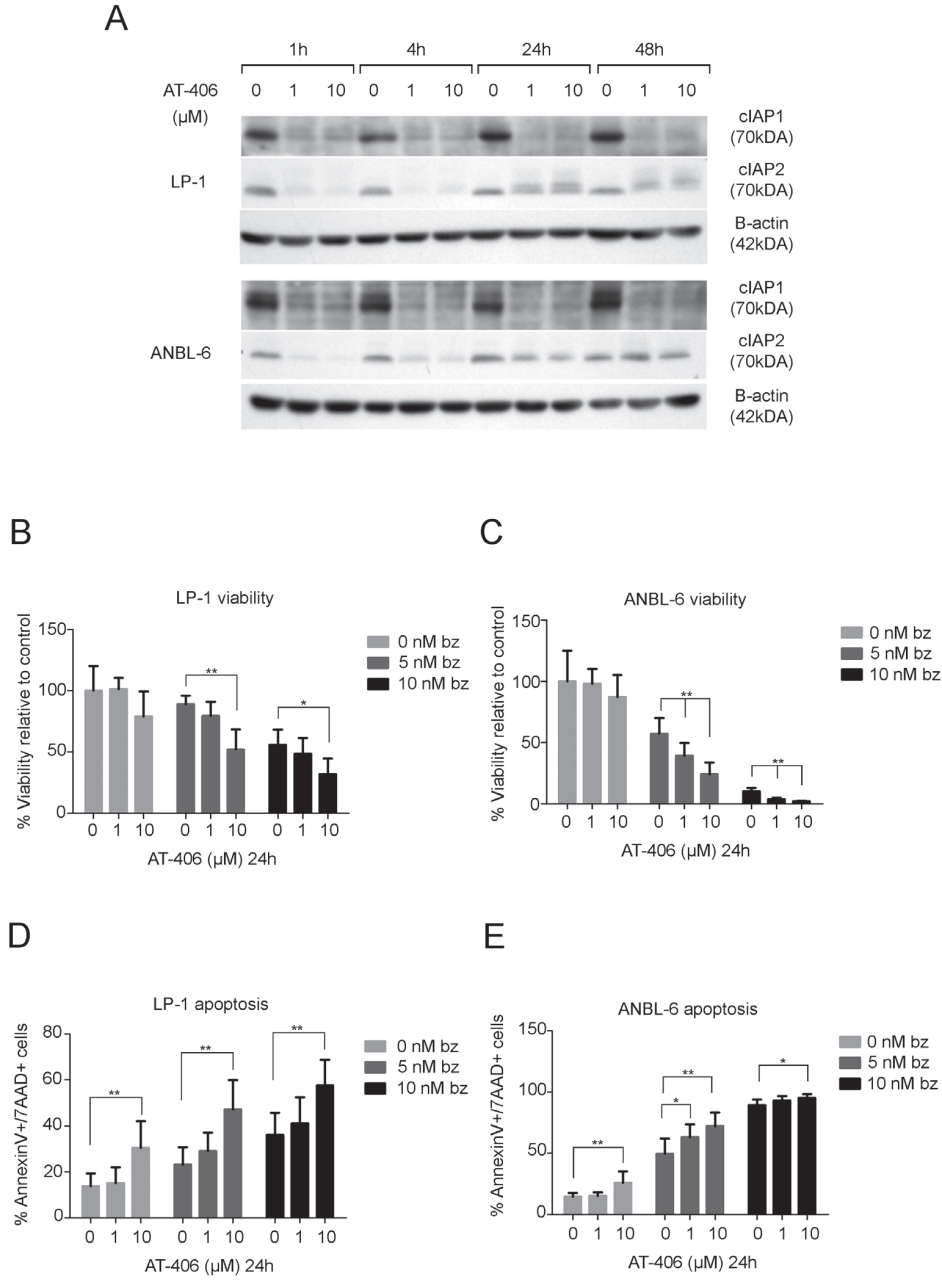
AT-406 down-regulates cIAP1 and cIAP2 and sensitizes the LP-1 and ANBL-6 cell lines to bortezomib **A.** LP-1 and ANBL-6 cells were incubated with 1 or 10μM AT-406 for 1, 4, 24 and 48 hours. Total protein lysates were analyzed for cIAP1 and cIAP2 expression by western blot. Β-actin was used as a loading control. One representative result is shown from three independent experiments. **B.**-**E.** LP-1 and ANBL-6 cell lines were pre-treated for 4 hours with AT-406 followed by 24 hours of bortezomib treatment and assessed for viability **B.**-**C.** and apoptosis with Annexin V/7AAD staining **D.**-**E.** Result is presented as mean percentage ±SD (*n* = 6). (*indicates *p* ≤ 0.05, **p ≤ 0.01).

## DISCUSSION

During the last decade the survival in MM patients has significantly improved due to the introduction of novel agents (e.g. bortezomib, thalidomide and lenalidomide) but despite these improvements, MM is still regarded incurable mainly due to the development of resistance. During disease progression drug resistant and more aggressive clones emerge which calls for the identification of new battery of targeted drugs that may be used in combination with the currently used ones. An interesting group of proteins that are often overexpressed in cancer are the members of the IAP protein family. The IAP proteins are a heterogeneous group of anti-apoptotic molecules overexpressed in several hematological malignancies [27] and associated with chemoresistance, disease progression and poor prognosis [12, 13]. Although an anti-apoptotic role for XIAP is well recognized, the function of cIAPs is still poorly understood [28]. In human MM cell lines XIAP and cIAP1 are expressed in rather similar levels, while cIAP2 is variably expressed [28]. This is in accordance with our analysis of cIAP1/cIAP2 expression in a cohort of 345 MM patients. Taken together, the IAPs could have a possible role in drug resistance and may therefore constitute a new and interesting therapeutic target in MM. In this study, we explored the possible role of cIAP2 in drug resistance. Overexpressing cIAP2 in TRAF3 deleted/mutated cell lines, LP-1 and ANBL-6, did not lead to a general drug resistance but, a decreased sensitivity to the proteasome inhibitors bortezomib, MG132 and carfilzomib.

XIAP has been described to inhibit caspase-3, -7 and -9 via its BIR2 and BIR3 domain and is therefore considered mediating the anti-apoptotic effect via this mechanism [16]. The results from the PLA studies suggest that cIAP2 indeed directly binds to caspase-3, -8 and -9. Interestingly, after treatment with bortezomib a significant increase of cIAP2 bound to caspase-3 and caspase-8 was found in the cIAP2 overexpressing cells compared to control. However, cIAPs have previously been reported to exhibit less potential to inhibit caspases due to the lack of interacting surfaces required for protease inhibition [17]. cIAPs may also obstruct apoptosis by targeting caspases for proteasomal degradation via their RING domain [29] and thus rather act primary as E3 ligases. Since a selective decrease in sensitivity to proteasome inhibitors was observed, a general caspase sequestering by the cIAP2 may not alone be a likely explanation. cIAP2 may also exert its anti-apoptotic effects via the tumor necrosis factor pathway, where they may modulate both the canonical and the non-canonical NF-κB pathway by ubiquitinating the receptor-interacting protein (RIP) and the TNF receptor-associated factor (TRAF). In the absence of cIAPs, RIP1 forms a complex with the death receptor complex and activates the extrinsic pathway and caspase-8 [30, 31]. This pathway was not the subject for examination in this study, however, we did observe an increase in active caspase-8 in the control compared to the LP-1-cIAP2-eGFP cells.

The NF-κB pathway stimulates growth and survival in MM cells [10] and the cIAPs have an important role in regulating the NF-κB signaling pathway by positive regulation of the canonical signaling and a repressive role in the non-canonical activation [27]. To determine the relative contribution of the two pathways upon cIAP2 overexpression and proteasome inhibition, we investigated the nuclear translocation of the NF-κB complexes. We demonstrated that cIAP2 overexpression leads to an increase in p105/p50 levels in nuclear and cytoplasmic extracts upon bortezomib treatment suggesting the activation of the canonical NF-κB pathway. Since the LP-1 cell line has a TRAF3 deletion/mutation and no detectable NIK, cIAP2 overexpression may not have impact on the non-canonical NF-κB pathway. We observed no alterations in the subcellular localization on p100/p52 indicating that cIAP2 overexpression did not affect the non-canonical pathway.

Gene expression analysis revealed increased expression of genes that may constitute nodes for a large number of direct interacting partners upon cIAP2 overexpression. Among these we found the IGF1 and CD44 to be up-regulated. 

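The difference in IGF1 between the lines was 1.75 (log2) in untreated cells at 6 h (adjusted p = 6.08e-04, limma) and 1.08 at 24 h (adjusted p = 0.00886). CD44 differed by 0.85 and 0.96 in the same conditions (adjusted p = 0.0148 and 0.00870). With bortezomib, the CD44 difference was 0.73 at 6 h and 1.04 at 24 h (adjusted p = 0.0299 and 0.00470). The bortezomib arrays of the lines at 6 h were on different slides.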

While FAS, BCL2L1 and IRF1, all target genes of the NF-κB pathway and ICAM1, CALM3, FSCN1, RUNX1, PROS1 and STAT1 were all significantly down-regulated in the cIAP2 overexpressing cells.

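In single conditions, the log2 difference in the brightest FAS probe was -1.81 untreated at 6 h, -1.77 untreated at 24 h, -1.88 with bortezomib at 6 h and -1.76 with bortezomib at 24 h. With bortezomib at 6 h the lines were on different slides, so there the line and the slide cannot be told apart. ICAM1 ranged over these conditions from -1.59 to -1.13, with an adjusted p of at most 0.00239 (limma). RUNX1 differed by -1.30 and -1.03 in untreated cells and by -1.97 and -2.11 with bortezomib, at 6 h and 24 h respectively. The difference between the responses of the lines, tested itself, was -0.66 at 6 h and -1.08 at 24 h for RUNX1. Neither passed an adjusted p of 0.05 (0.371 at 24 h, limma). For BCL2L1 the difference was largest in untreated cells at 24 h, at -1.13 (adjusted p = 0.00935), and smallest with bortezomib at 6 h, at -0.86 (adjusted p = 0.0337). FSCN1 differed by -2.69 and -2.40 in untreated cells (adjusted p = 0.0156 and 0.0294) and by -2.73 and -1.86 with bortezomib (adjusted p = 0.0142 and 0.0541), at 6 h and 24 h respectively. The brightest CALM3 probe had no adjusted p under 0.05 in any of the 4 conditions, and its difference with bortezomib at 24 h was -0.59 (adjusted p = 0.189). The other tested CALM3 probe had -0.94 averaged over treatment and time (adjusted p = 1.32e-04), and its single conditions are not given here.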

NF-κB transcription factors are regulators of immune inflammatory response but are also involved in the control of apoptosis and cell proliferation in many types of cancer including MM [32]. Mutations in the NF-κB pathway may lead to overactivation of positive regulators or loss of negative regulators [9] resulting in a constitutive or overactivated NF-κB signaling leading to increased survival. 

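The NF-κB target genes of Fig. 6B were compared between the lines after bortezomib for 24 h. The log2 difference was -3.36 for MBP (adjusted p = 7.01e-04, limma), -1.98 for IL23A (adjusted p = 0.00126), -1.75 for S100A6 (adjusted p = 0.00565), -1.45 for CTSB (adjusted p = 3.05e-04), -1.07 for IRF1 (adjusted p = 0.0221) and -0.78 for RELB (adjusted p = 0.0148). MBP had differed by -1.18 in untreated cells at 6 h and by -1.38 at 24 h, where the adjusted p was 0.126 and 0.0781. The difference between the responses of the lines at 24 h, tested itself, was -1.98 for MBP (adjusted p = 0.335). MBP was well above background on 7 of the 8 LP-1-cIAP2-eGFP arrays and on all 4 untreated ones. Replicate 1 of LP-1-cIAP2-eGFP after bortezomib for 24 h was far dimmer than the other arrays. The brightest probes of FTH1 and IL1RN differed by -0.28 (adjusted p = 0.234) and 0.63 (adjusted p = 0.429).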

In this study we found 12 target genes of NF-κB pathway to be down-regulated. To date, the complete function of all these genes are not known, however, several of them have been reported to have a tumor-suppressor role or contribute to apoptosis. ASS1 [33] and IRF1 [34] have been reported to act as tumor-suppressors. IL1RN inhibits PGE2, IL-6 production and MM cell growth [35], FTH1 is a favorable prognostic protein but is not really known to contribute to anti-tumor response [36] and the death receptor FAS induces apoptosis in a large number of cell types [37]. 

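IGF1 and PSMB5, which encodes the proteasome subunit β5, were compared between bortezomib and untreated cells at the same time. At 24 h, IGF1 changed by -0.40 (log2) in LP-1-eGFP (standard error 0.170, adjusted p = 0.139, limma) and by 0.22 in LP-1-cIAP2-eGFP (adjusted p = 0.364). Neither change passed an adjusted p of 0.05, where the unadjusted p in LP-1-eGFP was 0.0411. The difference between these responses, tested itself, was 0.62 (standard error 0.241, adjusted p = 0.578, unadjusted p = 0.0286). At 6 h the changes were -0.33 in LP-1-eGFP and -0.32 in LP-1-cIAP2-eGFP. After bortezomib for 24 h, IGF1 remained higher in LP-1-cIAP2-eGFP than in the control, by 1.70 (adjusted p = 5.93e-04). It was not well above background on replicate 1 of that condition in LP-1-cIAP2-eGFP. With each array left out in turn, the 24 h change in LP-1-eGFP was between -0.55 and -0.25. PSMB5 differed between the lines by -0.20 (standard error 0.078, adjusted p = 0.126), averaged over treatment and time. Under the alternatives other than leaving out an array, the adjusted p of this difference was between 0.0394 and 0.477. It was lowest with only probes well above background on all arrays, and also under 0.05 with the replicate number as a block. Without replicate 2 of LP-1-cIAP2-eGFP with bortezomib for 24 h, this difference was -0.23 with an adjusted p of 0.0332, where the range of that p over the arrays left out was 0.0332 to 0.256. Bortezomib for 24 h raised PSMB5 by 0.82 in LP-1-eGFP (adjusted p = 0.00431) and by 0.88 in LP-1-cIAP2-eGFP (adjusted p = 0.00242), and these responses differed by 0.06 (adjusted p = 0.927).

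**Figure D3:**
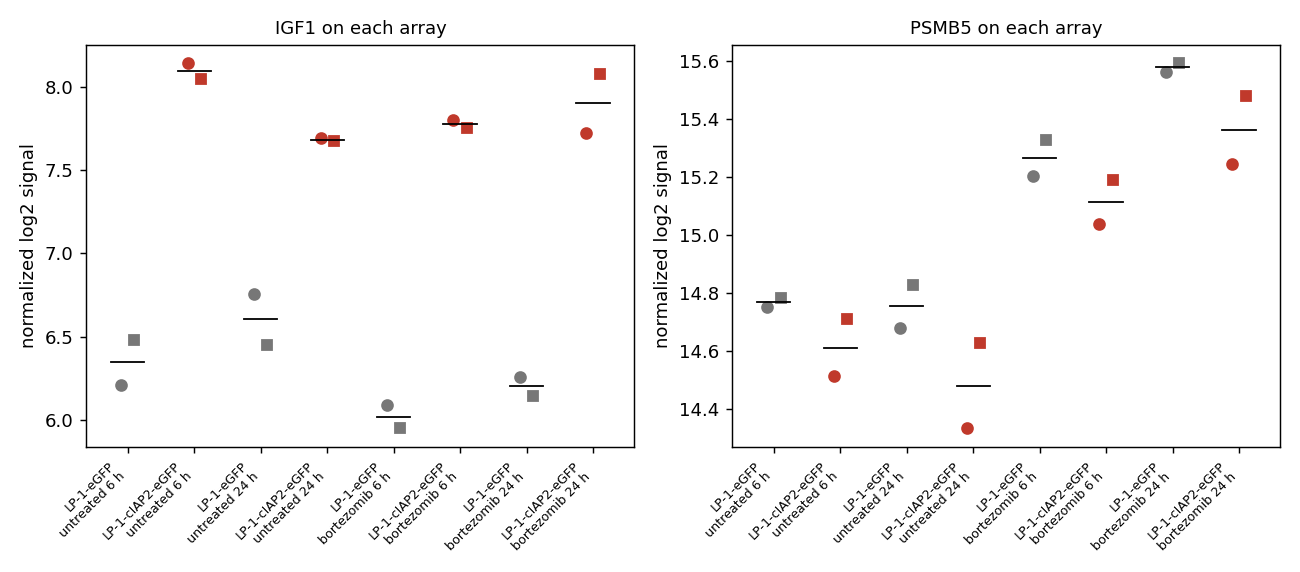
Normalized log2 signal of IGF1 (left) and PSMB5 (right) on each of the 16 arrays, by condition. Grey, LP-1-eGFP. Red, LP-1-cIAP2-eGFP. Circles are replicate 1, squares are replicate 2, and black lines are the mean of the pair. IGF1 is higher in LP-1-cIAP2-eGFP in each of the 4 treatment and time conditions, and PSMB5 is higher with bortezomib at 24 h in both lines.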

Gene expression analysis did not reveal regulation of the proteasome subunit β5 but interestingly we found an up-regulation of IGF-1 in the LP-1-cIAP2-eGFP cells that persisted upon treatment whereas in the control cells IGF-1 expression decreased after bortezomib treatment. IGF-1 is an important growth factor in MM and contributes to MM pathobiology. Overexpression of IGF-1 and its receptor IGF-1R correlates with disease progression and poor patient prognosis and has been linked to bortezomib resistance [8, 38-42].

Since overexpression of cIAP2 contributes to bortezomib resistance in cell lines that have TRAF3 mutation/deletion inhibition of cIAP2 by physiological or pharmacological interventions may be an attractive strategy to increase the sensitivity to bortezomib. The IAP antagonist AT-406 has been demonstrated to bind to IAPs with high affinities [43]. Due to the redundant function of the IAPs it has been shown that it is crucial to down-regulate all IAPs simultaneously to induce apoptosis [28]. Binding of AT-406 prevents binding of XIAP to caspases while binding of AT-406 to cIAP1/2 stimulates auto-ubiquitination and subsequent proteasomal degradation of cIAPs [43]. Since the proteasome is needed for the degradation of cIAPs, MM cells were pretreated with AT-406 followed with proteasome inhibition. A potent down-regulation of cIAP1 and cIAP2 were found in both cell lines already after 1 hour of treatment, cIAP1 was consistently down-regulated during all time points while cIAP2 reached baseline levels again after 24hours. In this study we could observe that AT-406 alone at a concentration of 10μM has a small but significant effect on the viability of MM cells and an enhanced sensitivity to bortezomib was found when the MM cells were pre-treated with AT-406. Currently, IAP inhibition is under extensive investigation in a wide variety of cancers. AT-406 has an *in vitro* anti-tumor effect in breast and ovarian cancer but has a minimal toxicity in normal-like human breast epithelial cells and primary human normal prostate epithelial cells [43]. This was also true for cells highly relevant to the MM microenvironment such as bone marrow stromal cells isolated from 5T33MM diseased mice, and the bone marrow endothelial cell line STR-10 (data not shown). Moreover, AT-406 is very potent inducing apoptosis in xenograft model of breast cancer and capable of complete inhibition of tumor growth [43, 44]. In preclinical xenograft models of plasmacytoma, Smac mimetics have been shown to inhibit human MM cell growth *in vivo* [45]. This model does not, however, examine the impact of the bone marrow microenvironment on tumor growth. Further studies in relevant syngeneic models of MM are necessary to understand the role of IAP antagonists within the tumor milieu in MM. AT-406 is currently in Phase I trial as a single treatment for solid tumors and lymphomas, and in trials using the combination with daunorubicin and cytarabine in acute myeloid leukemia (AML) [27]. As IAPs have a diverse and complex function in several processes including apoptosis, necroptosis and the NF-κB pathway, and MM patients show a pronounced genetic heterogeneity as well as in drug response, further studies are needed to elucidate the function of IAPs in MM. From our current study, we conclude that in TRAF3 mutated MM cells, cIAP2 expression is an important factor in resistance to proteasome inhibition. This resistance is caused by a decrease of cleaved caspases upon treatment, activation of the canonical NF-κB pathway, and dysregulation of genes acting as direct interaction hubs, including down-regulated NF-κB target genes with known anti-tumor activity. Furthermore, approximately 20% of the MM patients harbor genetic lesions in genes of the NF-κB pathway leading to uncontrolled NF-κB activation, loss of functional TRAF3 being the most common gene deleted/mutated [9, 24]. We show that inhibition of IAPs could increase the sensitivity to bortezomib, thus suggesting that a combination of IAP antagonists with bortezomib would be beneficial for MM patients harboring TRAF3 mutations leading to hyperactivation of the NF-κB pathway and more dependency on the canonical pathway.

## MATERIALS AND METHODS

### Analysis of cIAP1 and cIAP2 gene expression in MM patients

Gene expression levels were analyzed in publically available datasets of pre-treatment bone marrow aspirates from 414 MM patients and bone marrow plasma cells from healthy donors (*n* = 22), MGUS (*n* = 44), and Smoldering Myeloma (*n* = 12) from the University of Arkansas for Medical Sciences (Little Rock, USA) [46]. These data can be accessed at the online Gene Expression Omnibus (GSE4581 and GSE5900). Normalization of gene expression data was performed using the MAS5 algorithm and analyzed by the bioinformatics Platform Genomicscape (http://genomicscape.com/) [47]

### Cell lines

Human MM cell lines LP-1 [48] (DSMZ) and ANBL-6 (a kind gift from Prof Jelinek), all authenticated by STR analysis, were maintained in RPMI-1640 (Lonza, Basel, Switzerland) supplemented with 10% fetal bovine serum (Biochrom AG, Berlin, Germany), glutamine (2mM) and antibiotics (penicillin 100U/mL and streptomycin 50g/mL) (Lonza) at 37°C in a humidified 5% CO2 in-air atmosphere. The ANBL-6 cell line was supplemented with 2ng/ml IL-6 (R&D systems, Abingdon, UK).

### Lentiviral production and stable transduction

HEK293T cells were co-transfected with the pMD.G envelope plasmid, the pCMV packing plasmid and the transfer plasmid pIRES2 expressing cIAP2 and eGFP or only eGFP (control). Lentiviruses were produced using the lipofectamin protocol according to manufacturer's instructions (Sigma-Aldrich, St.Louis, USA). After 48 and 72 hours the supernatant containing the lentiviruses was harvested and concentrated by ultracentrifugation. The eGFP expression of transduced cells was determined using the FACSCalibur flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA) and cells were sorted using the AriaIII (BD Biosciences). FACSDiva software was used for analysis.

### Reagents

Bortezomib (Selleckchem, Munich, Germany), MG132, all-trans retinoic acid (atra), Parthenolide, Melphalan (Sigma-Aldrich, St. Louis MO, USA), AT-406 (MedKoo Biosciences, Chapel Hill, NC, USA), Rapamycin (Merck Biosciences, Darmstadt, Germany), 17-AAG/geldanamycin and suberoylanilide hydroxamic acid (SAHA) (Biovision, Milpitas, USA) were dissolved in dimethyl sulfoxide (DMSO; final concentration <0.01%) and aliquots were stored at −20°C.

### RNA extraction, cDNA synthesis and quantitative real-time PCR

Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA) and reverse transcription using random primers (Invitrogen) was performed on 2μg total RNA using SuperScript^™^ III reverse transcriptase (Invitrogen) both according to manufacturer's instructions. cDNA was analyzed by quantitative real-time RT-PCR using Platinum® SYBR®Green pPCR Supermix UDG with Rox (Invitrogen) and 0.3mM of cIAP2 forward primer 5′-gtg tta gac tta ctc aat gca gaa g-3′ and 0.3mM of reverse primer 5′-cca gga ttg gaa tta cac aag tc-3′. The run and analysis were performed using Mx3005P (Stratagene).

### Drug sensitivity of transduced cells

The viability of the transduced cells upon treatment was assessed with the Resazurin assay using AlamarBlue (Sigma-Aldrich) as previous described [49].

Apoptosis was quantified by staining with annexinV-Alexa Fluor 647 and Propidium Iodide (PI) (Invitrogen). Cells were analyzed with FACSCalibur flow cytometer (BD Biosciences) using FACSDiva software according to manufacturer's instructions.

### Combination effect of IAP inhibitor AT-406 with bortezomib

LP-1(wt) and ANBL-6(wt) cells were treated for 4 hours with 1 or 10μM of AT-406 followed by bortezomib treatment (5 or 10nM). After 24 hours the viability was measured with the CellTiter-Glo Luminiscent Viability assay (Promega, Leiden, The Netherlands) according to manufacturer's instructions. The relative amount of viable cells was expressed as percentage of untreated cells.

Apoptosis was measured with Annexin V-FITC and 7-AAD (BD Biosciences) followed by flow cytometric analysis (FACS Canto and Diva software, BD Biosciences) according to manufacturer's instructions.

### Western blot analysis

Cells were harvested, lysed, and protein extracts were blotted as previously described [50]. Primary antibodies were used against caspase-3, caspase-8, caspase-9, cIAP2 (Cell Signaling, Leiden, The Netherlands), cIAP1 (R&D systems) p105, p50, p100, p52 and β-actin (Santa Cruz, Heidelberg, Germany). β-actin was used as a loading control.

### Proximity ligation assay

Cells were treated with bortezomib (20nM) for 6 and 24 hours. Approximately, 50.000-100.000 cells were spun on glass slides, fixed in 4% PFA and permeabilized in EtOH 70% at 4°C. Samples were assessed as previously described [51]. The short and the long circularization oligonucleotide and the fluorophore labelled oligonucleotide are listed in (Supplementary Table 1). Raw images were used for quantification of signals per cell in CellProfiler version one (www.cellprofiler.org).

### Gene expression array

Cells were treated with 10nM bortezomib for 6 and 24 hours. Total RNA isolation was performed using illustra RNAspin mini RNA isolation kit (GE Healthcare, Uppsala, Sweden) according to manufacturer's protocol. Gene expression microarrays were performed using Agilent Sure Print G3 Human gene expression 8×60K v2 microarray. The labeling was done according to manufacturer's protocol. Two biological replicates were used for microarray analysis. In the LP-1-cIAP2-eGFP cells, a lower expression of cIAP2 (BIRC3) was found compared to the control in the array. This is due to the design of the probe on the array to the 3 prime UTR detecting only the endogenous cIAP2. 

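BIRC3, the gene of cIAP2, is measured by 1 probe on the array. Its log2 signal was 12.01 ± 0.11 (SD, n = 4) in untreated LP-1-cIAP2-eGFP and 13.58 ± 0.06 (SD, n = 4) in untreated control cells. The log2 fold change was -1.57 (standard error 0.106, adjusted p = 2.24e-05, limma), and it stayed between -1.62 and -1.52 with each array left out in turn. After bortezomib for 24 h the lines differed by -0.31 (adjusted p = 0.234). Bortezomib changed the BIRC3 signal at 24 h by 0.39 in LP-1-eGFP (adjusted p = 0.0996) and by 1.64 in LP-1-cIAP2-eGFP (adjusted p = 6.01e-05), and the difference between these responses was 1.24 (adjusted p = 0.109). The sequence of the probe was not used here, so its place in the transcript was not checked.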

RT-qPCR analysis was used to verify that the LP-cIAP2-eGFP cells overexpress the cIAP2 mRNA as compared to control (Supplementary Figure 1).http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=kvqjyigmpxcpvid&acc=GSE63520

### Statistical and clustering analysis

The arrays were Quantile normalized using GeneSpring12.6.1. 3-way ANOVA with a FDR correction using Benjamini-Hochberg was used to find differentially regulated genes in the untreated LP-1-cIAP2-eGFP compared to untreated control using three parameters i.e. time, treatment and cIAP2 expression. The *p*-value < 0.001 and a fold change >2-fold were used as a cutoff for selecting differentially regulated genes. A moderated t-test was used to evaluate the effect on gene expression as a result of cIAP2 overexpression with a p-value of 0.005 and >2-fold cutoff. The hierarchical clustering was done for >2-fold differentially regulated genes using Euclidian distance and average linking rule. Further bioinformatics analysis was performed using genes selected to be differently regulated in the LP-1-cIAP2-eGFP versus control. To compare cIAP expression levels between normal, MGUS, smoldering and MM cells, an unpaired student t-test was used. For all other experiments 2-way ANOVA or Mann-Whitney U-test were used to calculate the significance. A *p*-value < 0.05 was considered as significant.

## SUPPLEMENTARY FIGURES AND TABLE

# Supplementary material for: Increased resistance to proteasome inhibitors in multiple myeloma mediated by cIAP2 - implications for a combinatorial treatment
**Source:** Oncotarget. 2015 May 14;6(24):20621–35. doi: 10.18632/oncotarget.4139
**Supplement:** Supplementary file 1

Increased resistance to proteasome inhibitors in multiple myeloma mediated by cIAP2 - implications for a combinatorial treatment

Supplementary Material

Supplemental table

Table S1: Oligonucleotides used for *in situ* PLA

| Oligonucleotide                       | Vendor                    | DNA sequence                                                                 |
|---------------------------------------|---------------------------|------------------------------------------------------------------------------|
| Short circularization oligonucleotide | Integrated DNA technology | 5' – GTTCTGTCATATTTAAGCGTCTTAA - 3'*                                         |
| Long circularization oligonucleotide  | Integrated DNA technology | 5' - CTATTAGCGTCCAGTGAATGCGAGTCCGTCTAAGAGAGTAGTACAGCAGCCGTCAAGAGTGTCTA - 3'* |
| Cy3 labelled oligonucleotide          | Integrated DNA technology | 5' -CAGTGAATGCGAGTCCGTCTZZZ - 3'**                                           |

\* The oligonucleotide is phosphorylated on the 5' end.

\*\*Z represents 2'O methyl-RNA

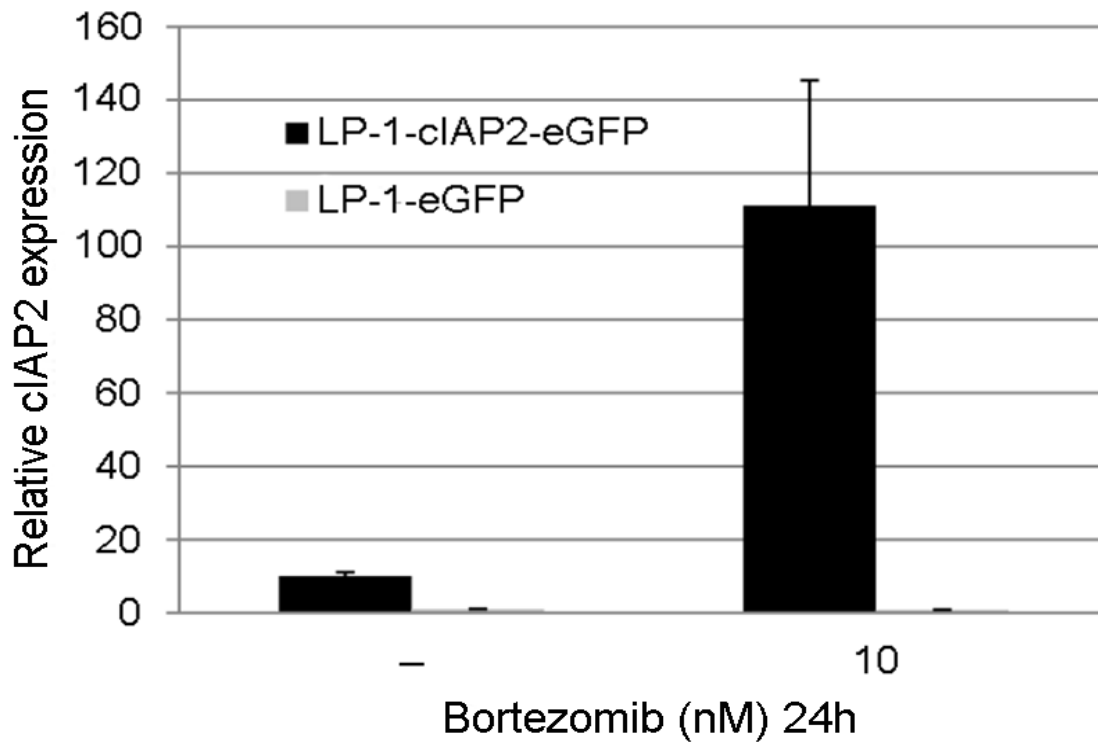

Supplementary figure 1. **cIAP2 expression in LP-1-cIAP2-eGFP and LP-1-eGFP cells.** The cIAP2 expression in LP-1-cIAP2-eGFP and LP-1-eGFP cells, with and without bortezomib treatment, were assessed with qRT-PCR. Two experiments were performed in triplicates and one representative is shown as relative expression, normalized to GAPDH mean  $\pm$  SD (n=2).

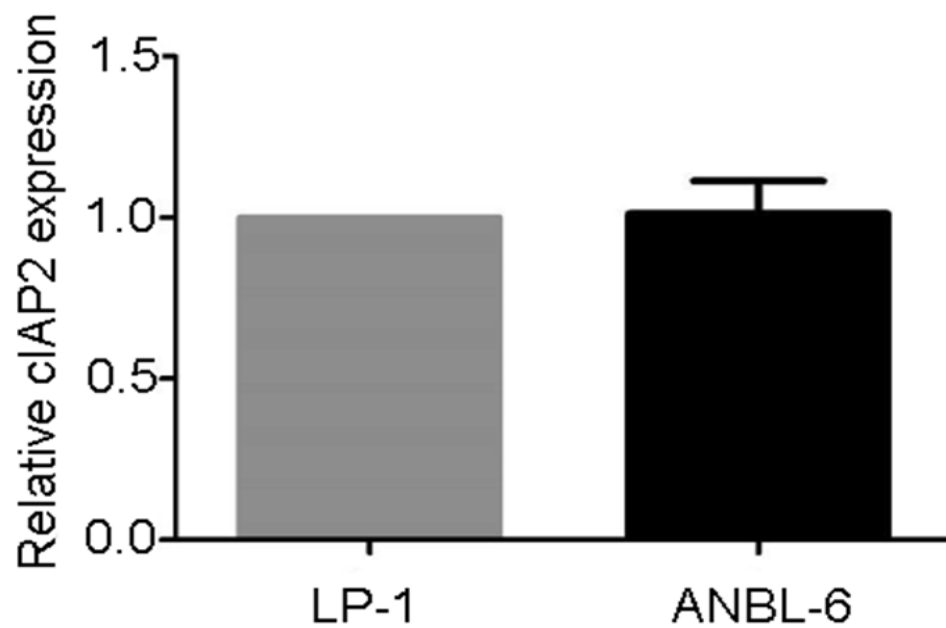

Supplementary figure 2. **LP-1 and ANBL-6 have similar cIAP2 expression.** The cIAP2 expression in the LP-1 and ANBL-6 cell line was assessed with qRT-PCR. Results are shown as relative expression, normalized to GAPDH mean  $\pm$  SD (n=3).

**A**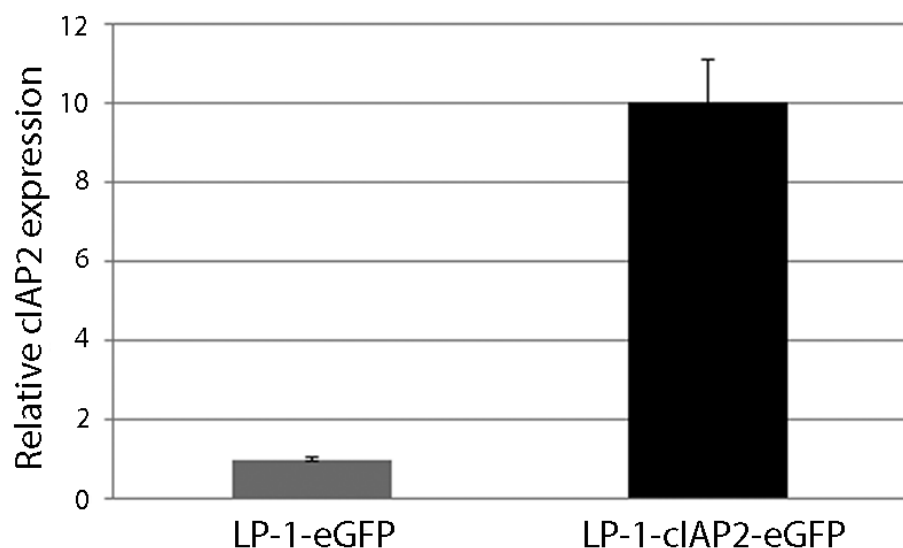**B**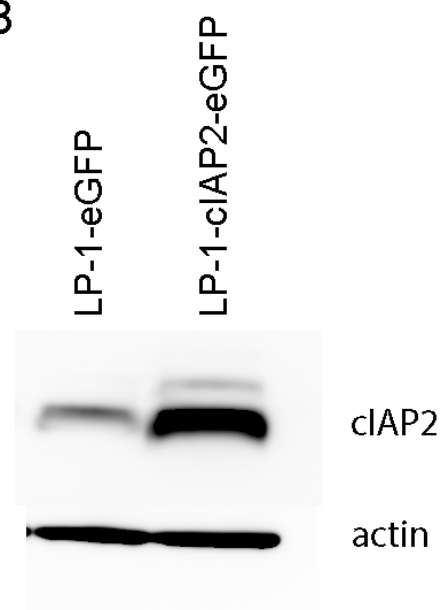

Supplementary figure 3. **Quantification of mRNA and protein levels in LP-1-cIAP2-eGFP and LP-1-eGFP cells.** The cIAP2 expression was evaluated after the lentiviral transduction. The cIAP2 mRNA expression (A) in LP-1-cIAP2-eGFP and LP-1-eGFP cells was assessed with qRT-PCR. Three experiments were performed in triplicates and one representative is shown as relative expression, normalized to GAPDH mean  $\pm$  SD (n=3). (B) The protein level was analyzed using western blot. One representative result is shown from three independent experiments.

A

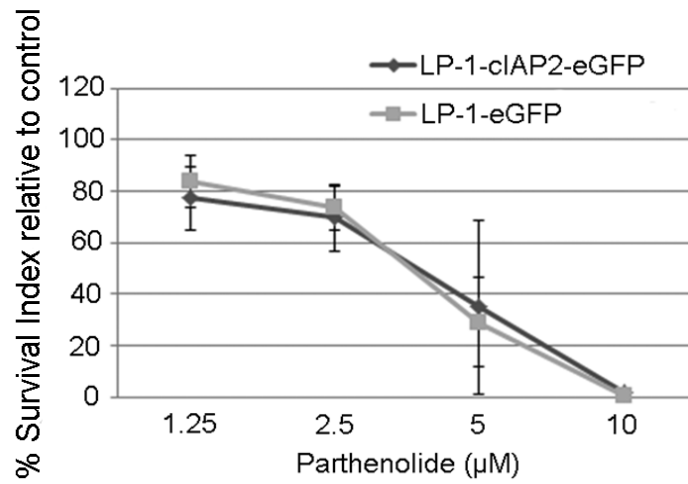

B

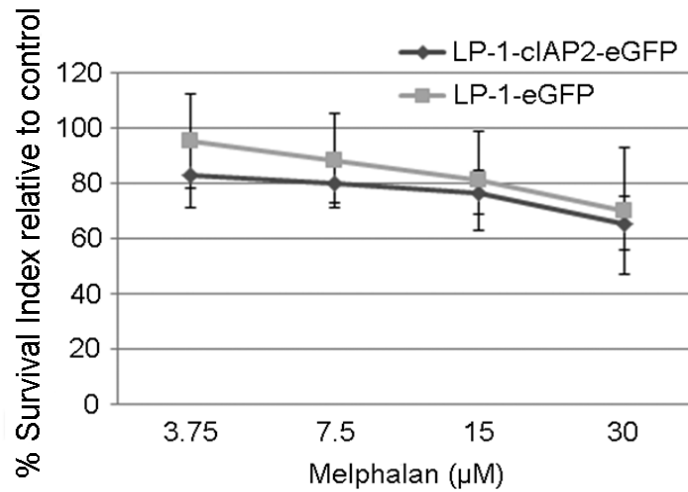

C

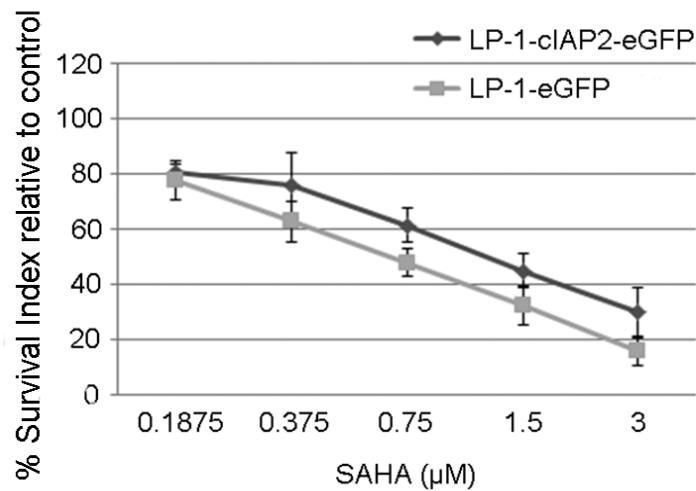

Supplemental figure 4. **Effect of cIAP2 overexpression when treated with different drugs.**

LP-1-cIAP2-eGFP and the control (LP-1-eGFP) cells were incubated with different concentrations of (A) Parthenolide, (B) Melphalan and (C) SAHA for 72 hours followed by resazurin assay. Result is presented as mean percentage relative to untreated cells  $\pm$ SD (n=3).

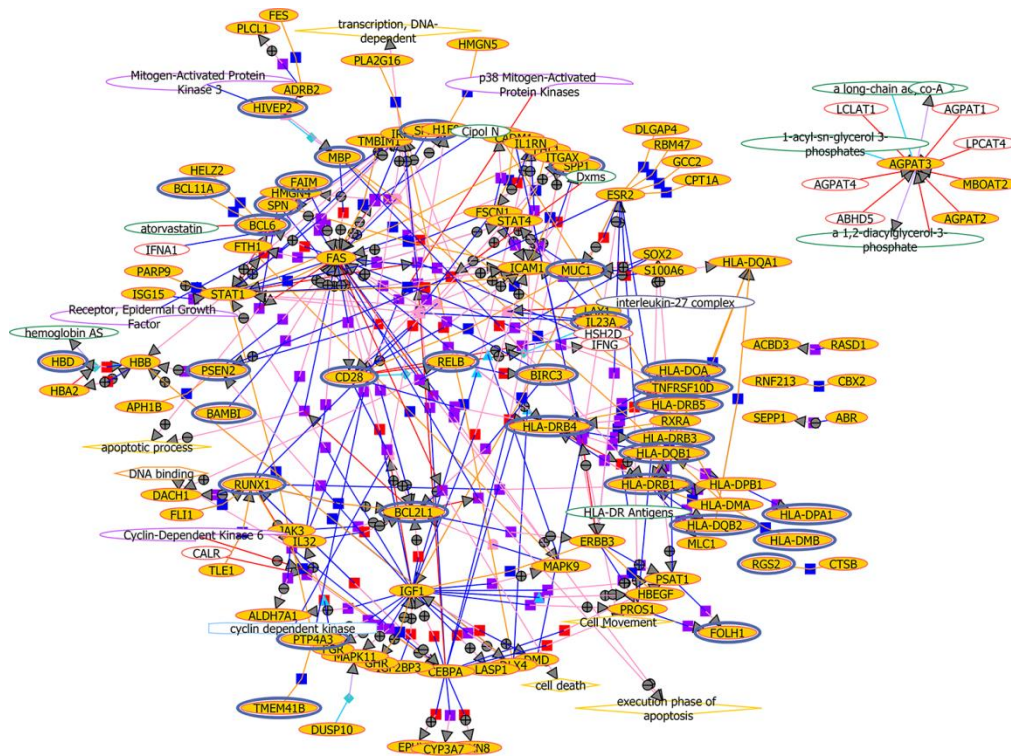

Supplementary figure 5. **Interaction network of the regulated genes.** The interaction network of the 440 differentially regulated genes between LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells. The connection lines are the direct connection between the genes. Genes are indicated in the circles and the genes with several lines are having the most interacting partners.

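The network joins genes for which GeneSpring's text search found a stated direct interaction, so a gene with many lines is one with many such partners on the list of regulated genes. The lines carry no measurement from the arrays, and the number of partners of a gene does not depend on the size of its change. Of the 14 genes that the paper names from the network, 10 had a probe called in the stated direction by both analyses, which was the case for 3 of the 5 named as up-regulated. The interaction database was not used here.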

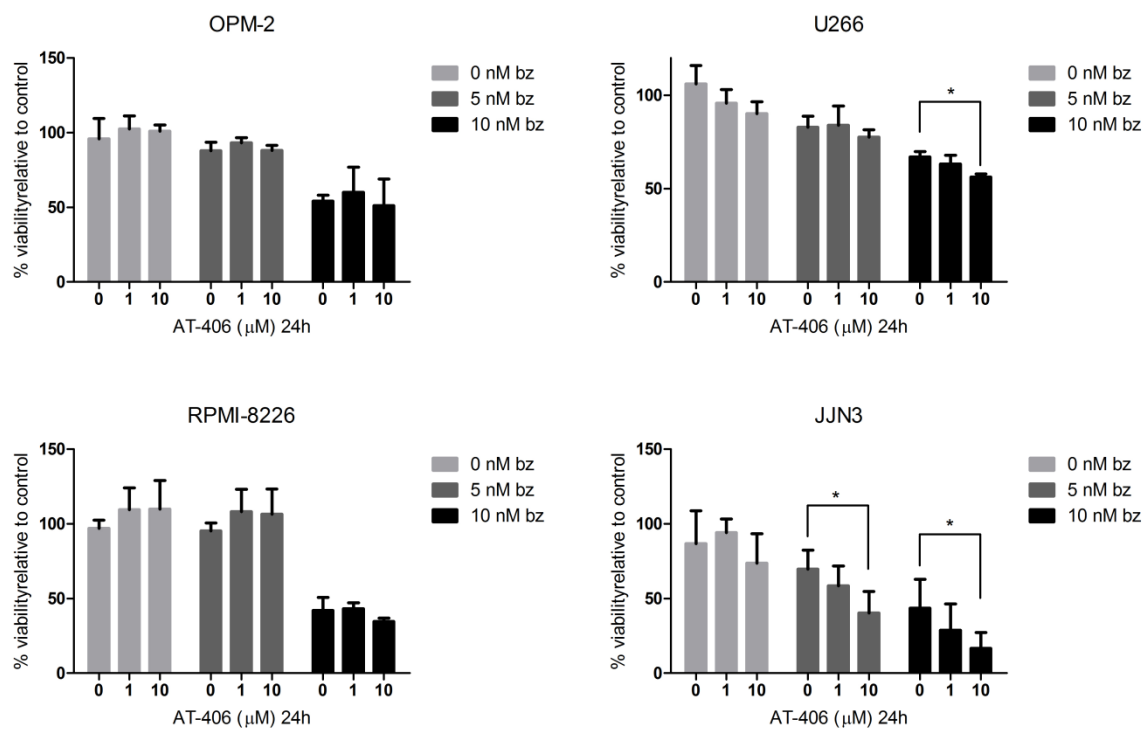

Supplementary figure 6. **Effects on viability when combining AT-406 with bortezomib in several MM cell lines.** OPM-2, U266, RPMI-8226 and JJN3 cell lines were pre-treated for 4 hours with AT-406 followed by 24 hours of bortezomib treatment and assessed for viability. Result is presented as mean percentage  $\pm$ SD (n=3). (\*indicates  $p \leq 0.05$ ).

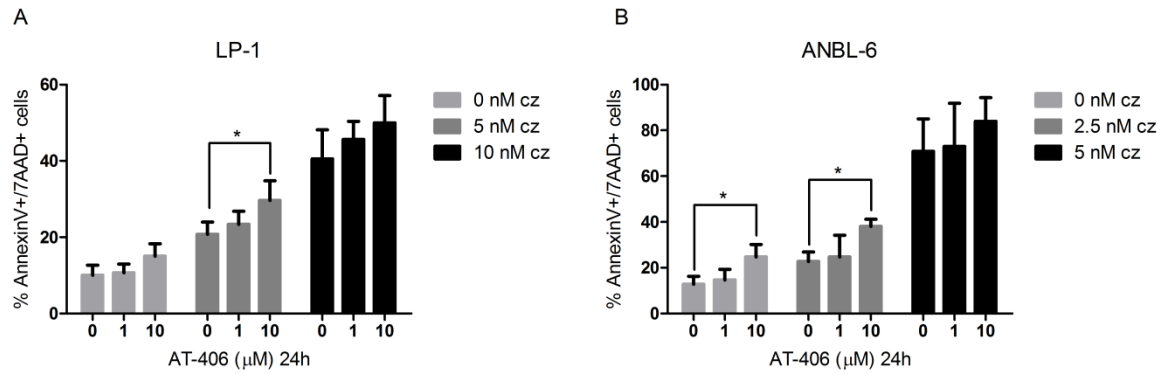

Supplementary figure 7. **Combining AT-406 with carfilzomib increased the amount of apoptotic cells in LP-1 and ANBL-6 cell lines.** LP-1 (A) and ANBL-6 (B) cell lines were pretreated for 4 hours with AT-406 followed by 24 hours of carfilzomib (cz) treatment and assessed for apoptosis with Annexin V/7AAD staining. Result is presented as mean percentage  $\pm$ SD (n=3). (\*indicates  $p \leq 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

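Gene expression was measured in LP-1-cIAP2-eGFP and control (LP-1-eGFP) cells, untreated or with 10 nM bortezomib, at 6 h and 24 h, with 2 biological replicates of each of the 8 conditions. All 16 arrays were Agilent SurePrint G3 Human arrays labelled in a single colour, and each carries 58717 spots of 50599 gene probes. According to the headers of the deposited scanner files, the intensity values had been made by the Agilent Feature Extraction software, which subtracts the background of each spot and removes trends across the array, and they had not been normalized between arrays. The authors also deposited a table of log2 values which, as the Methods state, had been quantile normalized in GeneSpring, and the values show that each probe had then been centred on its median over the 16 arrays. Each column of that table correlated with the intensities of its own array, after the same centring, with r of at least 0.9988 across probes, and with those of any other array with r of at most 0.279. Arrays were assigned to conditions and replicates by their labels.

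The background-corrected intensities were used for the main values. Spots that the scanner software had marked as non-uniform or as outliers among the spots of a probe were left out. The remaining spots of each probe were averaged on the log2 scale, and the 16 arrays were quantile normalized with limma. Probes well above background on both arrays of at least 1 condition, by the software's own test, were kept, which left 33731 probes. Of the gene probes, 28174 (55.7%) were matched to 20503 gene symbols through their RefSeq accession and an annotation table of assembly GRCh38.p14, from which names alone were taken. The probe of a gene with the highest mean signal is reported, and the others are given as a range or a count. Where a probe was not well above background on any array of one side of a comparison, the fold is given as "at least". It was computed against the lowest signal of any probe well above background on each of those arrays, or the probe's own signal if higher. An undetected probe can lie above that lowest signal, so the bound is nominal and not a guaranteed minimum.

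The model gave each of the 8 conditions its own mean (limma's lmFit, contrasts.fit and eBayes), and the variance of each probe was moderated with 1.61 prior degrees of freedom. The 3-way analysis tested the effect of cIAP2 averaged over treatment and time, and called probes with a Benjamini-Hochberg adjusted p under 0.001 and more than 2-fold between the untreated lines. The second analysis compared the lines as 2 groups of 8 arrays with limma's moderated test, and called probes with an unadjusted p under 0.005 and more than 2-fold. The paper's text names no software for these 2 analyses. Other contrasts were the effect of cIAP2 in untreated cells, the effect of bortezomib at 6 h and at 24 h in each line, and the difference between these effects, which were called at an adjusted p under 0.05 and, except for the last, more than 2-fold. A contrast of a probe that lacked every spot of a condition was not tested. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, with fry and with camera at an estimated correlation beside it, on 15663 genes. The lists were NF-κB targets, an NF-κB signature described in multiple myeloma, MHC class II genes, interferon-stimulated genes, the immunoproteasome, proteasome subunits, heat shock genes, and targets of the unfolded protein response and ATF4. NFKB2 had no matched probe and was not analysed here.

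The tests of the comparisons, the contrasts, the lists, the alternatives and the rule for naming genes were fixed before the data were examined, whereas some tests of explanations were chosen or given their final form afterwards. By that rule every gene that the text names for the array experiment or for the proteins of its pathway is selected. The rule adds the 5 largest rises and 5 largest falls between the untreated lines among probes with a symbol called by both analyses whose arrays did not overlap between the lines in any condition. It also adds the 3 largest rises and falls with bortezomib at 24 h that both lines showed, and the 3 largest differences in that response in each direction. A few genes that the rule selects are not reported here.

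The alternatives changed 1 choice at a time. They were scaling each array to its 75th percentile, background correction by normexp with an offset of 50, the authors' own normalized values, no filter on signal, a filter that kept probes well above background on all arrays, the replicate number or the slide as a block, and array weights. Further ones were an ordinary 3-way ANOVA, an additive model, other definitions of the fold change, an adjusted p in the 2-group comparison, untreated arrays alone, the probes of a symbol averaged, and each of the 16 arrays left out in turn. Where an array was left out, the remaining array of its condition was assumed to vary like those of the other conditions. The normexp alternative used the median signal of each spot and of its local background, since the mean signal was not used here. Replicate numbers were not used to pair arrays, because the differences between replicates 1 and 2 correlated little between conditions (median r of 0.04 across probes over 28 pairs of conditions). These correlations ranged from -0.11 to 0.24 and were over 0.1 for 7 of the 28 pairs, so a weak pairing is not excluded.

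The share of gene spots well above background was between 35.5% and 71.1% per array, and with 2 arrays per condition the number of arrays limits the precision. Calculations were done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The model code was checked against limma's own functions and tested on simulated data with known changes. Protein measurements, viability assays and the interaction network are not analysed here.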

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

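Of the tests below, those of signal near background as a source of the different responses to bortezomib, of array scaling as a source of the rise in proteasome genes in each line, of divergence between the cultures, and of the dim array as a source of the larger count in LP-1-cIAP2-eGFP were chosen, or given their final form, only after the result was seen. In 6 of 118 groups of 4 to 10 arrays or gene levels, 1 array lay far from the others of its group by Dixon's test, and chance alone gives about 1 in 20 such groups.

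Replicate 1 of LP-1-cIAP2-eGFP with bortezomib for 24 h had a log2 median signal of 3.18, far below the other arrays of the line. Its gene spots differed from the median of the other 15 arrays by -4.14 (log2), where those arrays ranged from -0.47 to 0.37 around it. Its spike-in spots, which measure RNA added during labelling, differed by -3.31, against -0.33 to 0.39 for the other arrays, over 7 of 10 spike-in probes that were well above background on the other arrays. A smaller amount of sample RNA with the usual amount of spike-in RNA would have left these spots as bright as on the other arrays, so the tables argue against it as the whole cause. On 80.3% of the 819 probes called without that array, it lay on the LP-1-cIAP2-eGFP side of the midpoint between the lines, and on 85.1% of the 327 of them that were well above background on it. This argues against a wrong label for the line, although the first share only just passed the limit set for it. Its change from untreated cells had the sign of the LP-1-eGFP response for 94.8% of the probes called there, which argues against a wrong label for the treatment. Weak labelling, hybridization or scanning of the array is consistent with the dim spike-in spots and stays open as the source. No biological explanation was tested.

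On replicate 1 of LP-1-eGFP with bortezomib for 24 h, the scanner software marked 3.20% of the gene spots as outliers, against 0.719% to 1.44% on the other LP-1-eGFP arrays. Single arrays also lay apart in the level of 4 genes in untreated cells. IL1RN was at 6.27 on replicate 1 of LP-1-cIAP2-eGFP at 6 h, where the other untreated arrays of the line had 6.63 to 6.69. MAP3K14 was at 11.12 on replicate 2 of LP-1-cIAP2-eGFP at 24 h, with 11.28 to 11.30 on the others, and P2RY6 was at 10.78 on the same array, with 11.16 to 11.20 on the others. HBEGF was at 5.80 on replicate 1 of LP-1-eGFP at 24 h, with 7.13 to 7.25 on the others. No technical or biological explanation was tested for these, and 6 h and 24 h arrays are pooled in each group.

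The response to bortezomib itself, which the paper does not count, was measured in each line against untreated cells of the same time. At 6 h, 379 probes were called in LP-1-eGFP, of which 273 rose and 106 fell, and 251 in LP-1-cIAP2-eGFP, of which 185 rose and 66 fell. Without replicate 2 of untreated LP-1-eGFP at 6 h the first count was 70, and without replicate 1 of LP-1-cIAP2-eGFP with bortezomib at 6 h the second was 83, while without the dim array described above they were 656 and 527. At 24 h, 4043 probes were called in LP-1-eGFP (1792 rose and 2251 fell) and 6263 in LP-1-cIAP2-eGFP (2164 rose and 4099 fell). The excess of falls in LP-1-cIAP2-eGFP depended on the processing. There, 2637 rose and 3421 fell with scaling to the 75th percentile. With only probes well above background on all arrays, 1787 rose and 1765 fell. Of the 4043 probes, 3932 changed in the same direction in LP-1-cIAP2-eGFP, and of the 2998 called in both lines 2989 did. HSPA6 had the largest rise that both lines showed, at 9.37 (log2) in each, followed by ANXA1 (7.89 in LP-1-eGFP and 8.83 in LP-1-cIAP2-eGFP) and CCL4 (7.14 and 8.56), while LAMP5 (-5.23 and -5.75) and SYNPO (-4.74 and -5.66) were among the largest falls. The count at 24 h was 1.55 times as high in LP-1-cIAP2-eGFP as in LP-1-eGFP. With the slide as a block this ratio was 1.46, which decides nothing about the slide, since the slides enter the responses of both lines equally at 24 h. Without the dim array the ratio was 1.01 (5202 and 5125 probes), and without any other single array it was between 1.18 and 2.64, the highest without replicate 2 of the same condition, where 13382 probes were called in LP-1-cIAP2-eGFP on the dim array alone. The test was first set to require a ratio of at most 1, which this value narrowly missed, and the limit was then eased to about 1 after the value was seen. The ratio fell without the dim array partly because the count in LP-1-eGFP rose from 4043 to 5125, and the count in LP-1-cIAP2-eGFP, then of 1 array with bortezomib, stayed above the 4599 and 4557 found without either of its untreated 24 h arrays. The values therefore do not decide whether the dim array made the larger count, and it stays open, as does a stronger response of LP-1-cIAP2-eGFP, whose size was 1.12 times that of LP-1-eGFP with all arrays and 1.07 times without the dim array.

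The difference between the lines in their response to bortezomib was tested directly. At 6 h limma called 1 probe, A_21_P0005032, which has no symbol and was looked up after its value was seen, and 691 probes had an unadjusted p under 0.05. It changed by -4.08 in LP-1-cIAP2-eGFP and by 0.20 in LP-1-eGFP, a difference of -4.28 (standard error 0.409, adjusted p = 0.0490), and it was well above background on 2 of 8 LP-1-cIAP2-eGFP arrays and on none of LP-1-eGFP, so the value rests on signal near background. With bortezomib at 6 h the lines were also on different slides, and the slide was not tested as a source of the 6 h difference. At 24 h limma called 24 probes, 16 with a more positive response in LP-1-cIAP2-eGFP and 8 with a more negative one, and 2731 had an unadjusted p under 0.05. The count was 84 without the dim array, 9356 without the other replicate of that condition, 0 without replicate 2 of untreated LP-1-cIAP2-eGFP at 24 h (2043 probes with an unadjusted p under 0.05), and 0 with array weights (1302 such probes). HBEGF fell by 1.84 (log2) in LP-1-eGFP and rose by 2.86 in LP-1-cIAP2-eGFP, a difference of 4.71 (adjusted p = 0.0455), with 1 of 8 LP-1-cIAP2-eGFP arrays well above background. VSTM4 differed by 4.67 (-3.75 in LP-1-eGFP and 0.92 in LP-1-cIAP2-eGFP) and STRA6 by 3.42 (-2.96 and 0.46), and they were well above background on 2 and on none of the 8 LP-1-cIAP2-eGFP arrays. SPP1 differed by -2.74 (2.79 in LP-1-eGFP and 0.05 in LP-1-cIAP2-eGFP, adjusted p = 0.0106) and P2RY6 by -2.83 (2.51 and -0.32, adjusted p = 0.0109). Each of these 5 genes was no longer called without at least 1 of the single arrays, SPP1 without replicate 2 of untreated LP-1-cIAP2-eGFP at 24 h, where its difference was -2.77. Of the 24 probes, 20 kept their direction and over 0.5 of their difference without the dim array, which argues against it as the source of the set, although 19 of the 24 were still called. With the slide as a block all 24 kept them and 9 were still called, but this decides nothing about the slide, because the slides enter the responses of both lines equally at 24 h, so that the block leaves the difference as it was by design. Signal near background in 1 line could hide a response, but 3 of the 24 probes were not well above background on any 24 h array of 1 line, which argues against this for the set as a whole. It stays open for those 3, STRA6 among them, and for HBEGF and VSTM4, which were well above background on 1 of the 4 LP-1-cIAP2-eGFP arrays at 24 h. A biological difference in the response stays open for the rest.

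Lists of genes that the paper does not discuss also differed. MHC class II genes were lower in LP-1-cIAP2-eGFP, with a median log2 fold change of -1.71 averaged over treatment and time (16 of 17 genes lower, camera adjusted p = 3.75e-18, fry adjusted p = 1.45e-07, estimated correlation adjusted p = 0.0709). Interferon-stimulated genes had a median of -0.66 (35 of 38 lower, camera adjusted p = 1.47e-09, fry adjusted p = 2.55e-07, estimated correlation adjusted p = 0.0317). With the slide as a block the smaller of the ratios of these medians to those without it was 0.942, which argues against the slide as the source. Divergence of the separately transduced cultures cannot be told apart from an effect of cIAP2, since the line and the vector are the same variable in the design, and 34 probes were well above background on every array of 1 line and on none of the other.

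Proteasome subunit genes rose with bortezomib at 24 h, with a median log2 change of 0.97 in LP-1-eGFP (31 of 31 genes higher, camera adjusted p = 8.33e-17, fry adjusted p = 4.99e-06, estimated correlation adjusted p = 0.116) and of 0.76 in LP-1-cIAP2-eGFP (31 of 31 higher, 1.84e-13, 1.19e-05 and 0.127). Scaling to the 75th percentile moved the median change of all tested probes in LP-1-cIAP2-eGFP from -0.16 to 0.21, and the list then had a median of 0.51. Relative to all tested probes, the lowest value over the scalings was 0.859 of the reported one in LP-1-eGFP, which argues against the normalization between arrays as the source there. In LP-1-cIAP2-eGFP the lowest was 0.330, with 75th percentile scaling. There the list and all tested probes had medians of 0.66 and -0.04 with normexp, and of 0.74 and -0.17 with the authors' values. With single arrays left out, the list stayed between 0.68 and 0.86. The size of the rise in LP-1-cIAP2-eGFP thus depended on the scaling, mainly that to the 75th percentile, and a response to bortezomib stays open.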

How the results depend on the processing

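No test of this part was chosen only after the result was seen, as each alternative had been set beforehand. Of the values of single genes and lists under the alternatives other than leaving out an array, 664 kept their direction and their side of the threshold, 48 kept their direction without passing the threshold, 6 newly passed it and 14 changed direction. With single arrays left out the numbers were 1258, 59, 1 and 24. For the main counts and values, 142 stayed within 1.5 times of the count or on the same side of the threshold, 31 did not and 2 newly passed the threshold, and with single arrays left out 243, 28 and 1.

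BIRC3 in untreated cells stayed between -1.57 and -1.52 under the alternatives and between -1.62 and -1.52 with arrays left out, with adjusted p from 1.53e-06 to 2.92e-04. The 24 h response of IGF1 in LP-1-eGFP stayed between -0.46 and -0.24 and, with arrays left out, between -0.55 and -0.25, with a lowest adjusted p of 0.0535. In LP-1-cIAP2-eGFP it was between 0.13 and 0.41 and between 0.04 and 0.40, and the difference between the lines was between 0.37 and 0.70 and between 0.44 and 0.82, with a lowest adjusted p of 0.164.

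Scaling to the 75th percentile gave 9 probes with a different response at 24 h, and of the 1141 probes called by the 2-group comparison 66.8% were then lower, against 79.9% in the main values and 63.9% with only probes well above background on all arrays. It also turned the proteasome subunits, cIAP2 effect, to -0.029 and the NF-kB targets, bortezomib effect at 24 h in LP-1-cIAP2-eGFP, to 0.31. With normexp the 2-group comparison called 613 probes, the untreated comparison 705, bortezomib at 6 h in LP-1-cIAP2-eGFP 164 and the difference at 24 h 71, while IL1RN was at -0.10 and RELA at -0.014. With the authors' own normalized values the difference at 24 h called 9 probes, and the proteasome subunits, cIAP2 effect, were at -0.031 and the NF-kB targets at 24 h in LP-1-cIAP2-eGFP at 0.19. Without a filter on signal, bortezomib at 6 h called 219 probes in LP-1-eGFP and 151 in LP-1-cIAP2-eGFP, and the NF-kB targets at 24 h in LP-1-cIAP2-eGFP were at 0.18. The cause was not tested for any of these.

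With the filter that kept only probes well above background on all arrays, fewer probes were tested, and the 3-way analysis called 384, the 2-group comparison 316 and both 282. The named NF-κB target genes called fell to 7 and the named hub genes to 5, the untreated comparison to 414 and bortezomib at 24 h in LP-1-cIAP2-eGFP to 3552. The difference at 24 h rose to 80 probes, PSMB5 was at -0.20 with an adjusted p of 0.0394, and the NF-kB targets at 24 h in LP-1-cIAP2-eGFP were at 0.35, and the cause of these was not tested.

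With the replicate number as a block, 15 probes had a different response at 24 h and PSMB5 was at -0.20 with an adjusted p of 0.0466, where its adjusted p over the alternatives was between 0.0394 and 0.477. The slide as a block gave 436 probes in the 3-way analysis, 374 by both analyses, 224 and 125 for bortezomib at 6 h in LP-1-eGFP and LP-1-cIAP2-eGFP, and 9 for the difference at 24 h. All 664 probes called by both kept their direction with this block and over 0.5 of their difference, with a median ratio of 0.994 to the difference without it. It also turned the proteasome subunits, cIAP2 effect, to -0.015, the heat shock genes, cIAP2 effect, to 0.0063, CASP9 to -0.012 and the NF-kB targets at 24 h in LP-1-cIAP2-eGFP to 0.0083. With array weights, bortezomib at 6 h called 1212 probes in LP-1-eGFP (625 higher and 587 lower) and 630 in LP-1-cIAP2-eGFP (379 higher and 251 lower), bortezomib at 24 h in LP-1-cIAP2-eGFP called 2706, and limma called 0 for the difference at 24 h, with 1302 at an unadjusted p under 0.05. The weights were 0.121 for both arrays of LP-1-cIAP2-eGFP with bortezomib at 24 h, since with a mean for each condition both arrays of a pair receive the same weight. For the other changes under these settings the cause was not tested.

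A Benjamini-Hochberg adjusted p in the 2-group comparison gave 692 probes, as a stricter threshold. Averaging the probes of a symbol, which tests fewer units, gave 722 in the 2-group comparison and 2512 and 3603 for bortezomib at 24 h in LP-1-eGFP and LP-1-cIAP2-eGFP, and put IL1RN at -1.53 and RELA at -0.051. Among 40 tests of lists, 26 were called by camera, 27 by fry and 5 by camera with an estimated correlation, which is larger than the preset one. Of the 26, 24 were also called by fry, and the 5 were called by all of them.

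With each array left out in turn, the counts ranged from 576 to 1067 in the 3-way analysis, 1090 to 1324 in the 2-group comparison, 484 to 861 by both, 882 to 1550 in the untreated comparison, 70 to 656 and 83 to 527 for bortezomib at 6 h in LP-1-eGFP and LP-1-cIAP2-eGFP, 3100 to 5125 and 4557 to 13382 at 24 h, and 0 to 9356 for the difference at 24 h. Where the array left out is one of the contrast, fewer arrays are tested, and the counts of the 3-way analysis and of bortezomib at 6 h rose when either LP-1-cIAP2-eGFP array of bortezomib at 24 h was left out, which removes the pair with the largest spread. The highest counts of the last 2 results came without replicate 2 of that condition and rest on the dim array. The named NF-κB target genes called were 9 to 11, the named hub genes 10 to 11 and the called lists 25 to 27, and PSMB5 was between -0.24 and -0.16, with an adjusted p of 0.0332 without replicate 2 of LP-1-cIAP2-eGFP with bortezomib for 24 h. The values that changed direction with an array left out had no adjusted p under 0.05, and the cause was not tested. They ranged from -0.029 to 0.049 for the proteasome subunits, cIAP2 effect, with the smallest change of direction at -0.0001, from -0.076 to 0.16 for the NF-kB targets at 24 h in LP-1-cIAP2-eGFP, from -0.20 to 0.23 for IL1RN, from -0.093 to 0.12 for CASP9, from -0.14 to 0.034 for the heat shock genes, cIAP2 effect, and from -0.20 to 0.019 for BIRC2, which was positive without the dim array.

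Every alternative that had been set was run, and the authors' normalized values were tested on the same probes. Signal over background limits what can be measured for dim genes, as a change of a probe that is not well above background on the arrays of 1 line is a nominal lower bound or cannot be read.

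Of the single genes, those with a different response to bortezomib depended most on the setting, and HBEGF, VSTM4 and STRA6 passed an adjusted p of 0.05 under few of them. In the comparison of the lines, fewer calls changed. FSCN1, MBP and BCL2L1 passed the adjusted p of 0.001 of the 3-way analysis except with the slide as a block (-2.42, -1.88 and -0.99) and, for MBP, with its probes averaged (-0.69). TCEAL1 did so except with normexp (0.76) and CD44 except with its probes averaged (0.73). NFKB1, at 0.61, lay near that threshold, with values between 0.58 and 0.64 when arrays were left out, and did not pass it without any one of 12 of the 16 arrays, nor with 75th percentile scaling (0.61), no filter on signal (0.61), the slide as a block (0.62) or array weights (0.61). FTH1 newly passed it with only probes well above background on all arrays (-0.43, adjusted p = 1.76e-04) and with its probes averaged (-0.63, adjusted p = 5.54e-05), and so did MAP3K14 with the former (0.33, adjusted p = 6.43e-04). IL1RN, whose direction changed with its probes averaged, also passed it there (-1.53, adjusted p = 3.36e-04). Each list called at 24 h by camera was no longer called with an estimated correlation, and the interferon-stimulated genes, bortezomib effect at 24 h in LP-1-cIAP2-eGFP, were also not called with normexp (0.28, adjusted p = 0.0563). The NF-kB signature in MM, cIAP2 effect, was also not called with normexp (-0.29) or without replicate 1 of untreated LP-1-eGFP at 24 h (-0.27), replicate 1 of LP-1-eGFP with bortezomib for 24 h (-0.28) or replicate 2 of LP-1-cIAP2-eGFP with bortezomib for 24 h (-0.30).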

Differences from the paper's values

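No test of this part was chosen only after the result was seen, and the alternatives named here were set before the data were examined. The paper's counts are of genes, whereas the counts here are of probes, with the number of gene symbols beside them, and the comparisons below are on probe counts. Counted as symbols, 834 and 508 lie within 1.5 times of the paper's 757 and 440, and 612 does not lie within 1.5 times of its 1310.

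The paper reports 1310 genes from the 3-way ANOVA, and 799 probes (612 symbols) were called here. The count came within 1.5 times of the paper's when more than 2-fold was asked in at least 1 of the 4 treatment and time conditions (1026), and without replicate 1 (988) or replicate 2 (1067) of LP-1-cIAP2-eGFP with bortezomib for 24 h. It did not under any of the other alternatives.

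For the moderated test the paper reports 757 genes, and 1194 probes (834 symbols) were called here. The count came within 1.5 times with normexp (613), with the slide as a block (1060), with a Benjamini-Hochberg adjusted p (692), with the probes of a symbol averaged (722), and without any one of LP-1-eGFP untreated at 6 h replicate 1 (1090) or replicate 2 (1120), bortezomib at 6 h replicate 1 (1117) or replicate 2 (1131) and untreated at 24 h replicate 2 (1125). It did not under the other alternatives.

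The paper gives 440 genes as common to both analyses, and 664 probes (508 symbols) were common here. The counts within 1.5 times of the paper's were those with normexp (492), the authors' normalized values (630), no filter on signal (587), the replicate number as a block (648), the slide as a block (374), array weights (636), the plain 3-way ANOVA (564), a Benjamini-Hochberg adjusted p in the 2-group comparison (533) and averaged probes (471), and those without any one array other than the LP-1-cIAP2-eGFP arrays of bortezomib at 24 h. Scaling to the 75th percentile (705), only probes well above background on all arrays (282), the additive model (671), the fold change averaged over conditions (697), more than 2-fold in at least 1 condition (698), untreated arrays only (790) and leaving out either of those 2 arrays (819 and 861) were not within it.

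Of the 14 hub genes that the paper names as regulated, 10 were called in the stated direction here, and 4 were not. TCEAL1 (0.93) and CD44 (0.90) were higher in LP-1-cIAP2-eGFP but below 2-fold, and CALM3 had -0.24 on its brightest probe. BCL2L1, which the paper also lists among the down-regulated NF-κB targets, had a log2 fold change of -1.09 between the untreated lines and an unadjusted p of 0.00661 in the 2-group comparison. BCL2L1 was called by both analyses with untreated arrays only and without replicate 1 or replicate 2 of LP-1-eGFP with bortezomib for 24 h. No alternative called TCEAL1, CD44 or CALM3.

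The paper states that IGF-1 decreased in control cells with bortezomib. It gives no time or threshold for this. The direction was the same here, at -0.33 at 6 h and -0.40 at 24 h (unadjusted p = 0.0860 and 0.0411, limma). Adjusted over all tested probes, the p at 24 h was 0.139, and no alternative gave an adjusted p under 0.05. The difference between the responses of the lines at 24 h had an unadjusted p of 0.0286 and an adjusted p of 0.578.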

Other observations

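The test of divergence between the cultures was chosen only after the result was seen.

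The difference between the lines was set against other divisions of the same arrays. In 100 divisions drawn, from 648 possible ones within conditions for the 3-way analysis and for the probes called by both and from 6435 for the 2-group comparison, only the real one gave as many calls (1 of 100 in each case), with at most 223, 43 and 495 calls in the others. A division by slide gave 67 calls in the 2-group comparison. Among the 35 divisions of the 8 untreated arrays into 2 groups of 4, the real one alone gave as many as its 1449 calls (1 of 35), and the next highest gave 1. An accidental grouping of arrays can therefore be excluded as the source of these counts.

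Of the 664 probes called by both analyses, 53.8% were still called with the slide as a block and 94.4% without the dim array. All 664 kept their direction and over 0.5 of their difference with the slide as a block, which argues against the slide, as well as against the dim array, as the source. There were 34 probes that were well above background on every array of 1 line and on none of the other, 32 of them in LP-1-eGFP only and 2 in LP-1-cIAP2-eGFP only. Separately transduced cultures may diverge for reasons other than cIAP2, and this cannot be told apart from an effect of cIAP2 in these data, because each line was made once and the line and the vector are the same variable.

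The effect of cIAP2 in untreated cells alone was called for 1157 probes, of which 319 were higher and 838 lower.

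NF-κB target genes as a list were lower in LP-1-cIAP2-eGFP, with a median log2 fold change of -0.39 averaged over treatment and time (32 of 42 genes lower, camera adjusted p = 1.45e-04, fry adjusted p = 1.69e-05, estimated correlation adjusted p = 0.127). Of the 42 genes, 7 are named by the study from these arrays and 8 are also in another list. Whether the fall rests on the genes of Fig. 6B was tested by leaving out the 6 of them that the list holds. The remaining 36 genes had a median of -0.24, with 26 lower and a camera p of 0.0172 (fry p = 2.02e-04, estimated correlation p = 0.173), which argues against those 6 genes as its whole source, although 1 of the 36, ICAM1, is also named by the study, and the call does not hold with an estimated correlation. The NF-κB signature of multiple myeloma, which shares 9 of its 10 genes with another list, had a median of -0.29 (8 of 10 lower, camera adjusted p = 0.0376, estimated correlation adjusted p = 0.127). With bortezomib at 24 h, NF-κB targets had a median of 0.11 in LP-1-eGFP (camera adjusted p = 0.153) and of -0.01 in LP-1-cIAP2-eGFP (camera adjusted p = 0.0859), where their mean was 0.48 and the test was toward higher expression (fry adjusted p = 0.0135), and where the median was 0.31 under 75th percentile scaling. The signature had -0.22 and -0.48 (camera adjusted p = 0.816 and 0.612, fry adjusted p = 0.692 and 0.00173), again with a test toward higher expression against all genes, and -0.15 in LP-1-cIAP2-eGFP without the dim array. The targets in LP-1-eGFP were at 0.21 without replicate 1 of bortezomib at 24 h and at 0.07 without replicate 2. At 6 h the medians were 0.13 and 0.23 for the targets (camera adjusted p = 0.0276 and 0.00106). Neither was called by fry (adjusted p = 0.250 and 0.0591) or with an estimated correlation (adjusted p = 0.371 and 0.190). For the signature the medians were 0.05 and 0.13 (camera adjusted p = 0.339 and 0.0172). By fry its adjusted p was 0.483 and 0.0160, and by camera with an estimated correlation 0.461 and 0.127.

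Among the transcripts of the pathway, NFKB1, which encodes p105 and p50, was 0.61 higher in LP-1-cIAP2-eGFP (log2, averaged, adjusted p = 4.15e-04) and MAP3K14, which encodes NIK, 0.33 higher (adjusted p = 0.00711). RELA differed by 0.06, TRAF3 by -0.58 (adjusted p = 0.128), BIRC2 by -0.09 (adjusted p = 0.715) and XIAP by 0.17 (adjusted p = 0.187). CASP8 differed by -0.32 (adjusted p = 0.138), CASP9 by 0.01 and IGF1R by -0.34 (adjusted p = 0.220).

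The effect of cIAP2 on the other lists had no camera adjusted p under 0.05. The median was -0.29 for the immunoproteasome (camera adjusted p = 0.10, fry adjusted p = 0.00338), 0.01 for proteasome subunits (0.593), -0.02 for heat shock genes (0.923) and -0.22 for targets of the unfolded protein response and ATF4 (0.300). The last was called without replicate 2 of untreated LP-1-eGFP at 24 h, at -0.31, and was at -0.11 without replicate 1. The direction for proteasome subunits changed under 75th percentile scaling and with the authors' normalized values, to -0.03 in both.

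With bortezomib at 6 h, heat shock genes had a median rise of 1.18 in LP-1-eGFP and of 1.07 in LP-1-cIAP2-eGFP (22 of 22 genes in both), targets of the unfolded protein response and ATF4 of 1.45 and 1.47 (18 and 19 of 20), and proteasome subunits of 0.50 and 0.52 (31 of 31 in both). MHC class II genes had medians of -0.001 and 0.13, interferon-stimulated genes of 0.01 and 0.15, and the immunoproteasome of -0.18 and -0.17, and of these the interferon-stimulated genes in LP-1-eGFP had an adjusted p under 0.05 (0.0153). At 24 h, heat shock genes had 1.08 and 0.98 (21 of 22 higher in both) and targets of the unfolded protein response and ATF4 0.80 and 1.79 (17 of 20 in both). Interferon-stimulated genes had 0.56 and 0.47 (24 of 38 higher in both), MHC class II genes -1.17 and -1.11 (17 and 16 of 17 lower) and the immunoproteasome -0.84 and -1.09 (7 of 7 lower in both). These directions at 24 h were the same under each scaling. With single arrays left out, the unfolded protein response and ATF4 targets ranged from 0.44 (without replicate 2 of untreated LP-1-eGFP at 24 h) to 1.58 (without replicate 1) in LP-1-eGFP and from 1.47 to 1.87 in LP-1-cIAP2-eGFP, and the interferon-stimulated genes from 0.41 to 1.06 in LP-1-cIAP2-eGFP, the highest without the dim array. The difference of a list's response between the lines was not tested.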
